# Small RNAs and their targets are associated with the transgenerational effects of water-deficit stress in durum wheat

**DOI:** 10.1038/s41598-021-83074-7

**Published:** 2021-02-11

**Authors:** Haipei Liu, Amanda J. Able, Jason A. Able

**Keywords:** Plant genetics, Plant molecular biology, Plant stress responses

## Abstract

Water-deficit stress negatively affects wheat yield and quality. Abiotic stress on parental plants during reproduction may have transgenerational effects on progeny. Here we investigated the transgenerational influence of pre-anthesis water-deficit stress by detailed analysis of the yield components, grain quality traits, and physiological traits in durum wheat. Next-generation sequencing analysis profiled the small RNA-omics, mRNA transcriptomics, and mRNA degradomics in first generation progeny. Parental water-deficit stress had positive impacts on the progeny for traits including harvest index and protein content in the less stress-tolerant variety. Small RNA-seq identified 1739 conserved and 774 novel microRNAs (miRNAs). Transcriptome-seq characterised the expression of 66,559 genes while degradome-seq profiled the miRNA-guided mRNA cleavage dynamics. Differentially expressed miRNAs and genes were identified, with significant regulatory patterns subject to trans- and inter-generational stress. Integrated analysis using three omics platforms revealed significant biological interactions between stress-responsive miRNA and targets, with transgenerational stress tolerance potentially contributed via pathways such as hormone signalling and nutrient metabolism. Our study provides the first confirmation of the transgenerational effects of water-deficit stress in durum wheat. New insights gained at the molecular level indicate that key miRNA-mRNA modules are candidates for transgenerational stress improvement.

## Introduction

Globally, the agricultural industry is tasked with the ever-growing difficulty of supplying the rapid increased demand for food production. Water deficit is a major abiotic stress that negatively affects agricultural production worldwide, particularly in rain-fed areas like the Mediterranean region. Durum wheat (*Triticum turgidum* ssp. *durum*) is an important staple food crop in Mediterranean countries, for its unique grain quality characteristics such as high protein content and amber-coloured kernels^1,2^. For cereal crops like durum wheat, water-deficit stress that occurs during reproductive growth stages can cause significant reduction in not only grain yield but also grain quality traits^3,4^. In Australia, durum wheat is mainly grown across South Australia, western Victoria and New South Wales. In the field, water-deficit stress often occurs during crop reproduction prior to anthesis, but can persist through to late grain filling^3^. In durum wheat, reproductive stage water-deficit stress significantly reduces grain yield mainly through its negative impact on grain-setting processes, such as floral initiation, fertilisation and spikelet development^3–5^. Water deficiency that continues to grain filling also affects grain quality traits including total starch content and grain protein accumulation, through its impacts on biological processes associated with dry matter accumulation such as photosynthesis and nutrient transport^3–5^.

To cope with abiotic stress, crops can induce different adaptive changes in growth and biological functions, such as morphological adjustments, physiological changes, epigenetic modifications, and the accumulation of protective metabolites and beneficial proteins^5^. Such changes assist survival in hostile environments, and can be potentially beneficial to recurring stresses. Research has shown that pre-exposure of abiotic stress in plants could induce stress memory, which facilitates the stress response system during recurring stress events, either in the current generation (in-generation), or in the following generation (trans-generation)^6–8^. Plants often exhibit different responses to repeated abiotic stress from a single stress event on many levels, including physiological, morphological or epigenetic changes. In spring barley, intense drought stress applied on the parental plants significantly affected the growth and functioning of the progeny^7^. Parental drought stress applied at the flag leaf stage enhanced the growth of thin and long roots in the progeny at low biomass cost, which was considered as an adaptive response to enhance the uptake of water and mineral nutrients^7^. Similarly, in *Polygonum persicaria*, an annual plant in the buckwheat family, drought stress applied in two previous generations significantly affected the seedling development in the third generation^6^. Seedlings originated from the stressed parents and grandparents developed longer root systems with a higher rate of extension into deep soil. Two-generational drought stress also induced greater biomass in the offspring. More importantly, the study showed that the transgenerational effects of drought stress were cumulative – two continuous generations of drought stress induced greater adaptive changes than just one generation of stress^6^. In winter oilseed rape, drought stress applied before the flowering stage had significant negative impacts on the parents in the eight studied cultivars^8^. However, the transgenerational effects on the progeny of the stressed parents was positive. The subsequent generation exhibited higher seedling vigour than the non-stressed controls due to the enhancement of metabolic processes, which could be possibly explained by stress memory mechanisms involving changes in the epi-genome^8^. Other studies have also explored the involvement of epigenetic mechanisms in transgenerational effects of abiotic stresses. For example, in rice, multi-generations of drought stress has improved the adaptability of offspring to recurring stress via epimutation accumulation^9–12^. Drought-induced DNA methylation patterns were maintained across generations, where genes related to these multi-generational epimutations participate in stress-responsive pathways with direct effects on morphological and physiological traits such as antioxidant capacity. The research suggests that epigenetic changes induced by transgenerational stress may provide a new approach to enhance stress tolerance in breeding.

Small RNAs (sRNAs) are epigenetic regulators with critical functions in plant growth, reproductive development, and abiotic stress responses^13^. Small RNAs, mainly microRNAs (miRNAs) and short interfering RNAs (siRNAs), can precisely reprogram the expression of stress- or development-related genes through post-transcriptional gene silencing^14,15^. Compared with other epigenetic regulatory mechanisms, sRNAs can quickly respond to various environmental and developmental cues, and act as mobile signalling molecules to modulate the expression level of their target genes^13,16–19^. In particular, the biological functions of many miRNA families in regulating important reproductive, agronomic and physiological traits have been described in several studies^20–24^. Research has shown that plant miRNA-mediated pathways can participate in stress memory to facilitate the adaptation to recurring stress^25^. In our previous research, we discovered that in durum wheat, water-deficit and heat stress imposed on the parents during reproduction had negative effects on seed germination and seedling vigour in the progeny, but to a lesser extent in the stress-tolerant genotype^26^. Significant differences in miRNA expression was observed between stress-tolerant and stress-sensitive genotypes under the effects of transgenerational stress. The biological functions of differentially expressed miRNA modules are related with signalling pathways in stress adaptation and plant development, which could contribute to the phenotypic differences observed in the seedlings^26^. However, there has been no investigation of the miRNA-mRNA regulatory modules in progeny exposed to water-deficit stress during reproduction to study the association between gene networks and the physiological/yield traits under the effects of transgenerational water-deficit stress.

Here, we provide the first report of transgenerational effects of water-deficit stress on the physiological traits, yield performance and grain quality in durum wheat. Next-generation sequencing analysis was carried out to profile the miRNAome, transcriptome, and degradome with or without the effects of transgenerational stress. Our data provide the first evidence in *T. turgidum* on the transgenerational effects of reproductive-stage water-deficit stress. New knowledge gained at the molecular level has revealed key miRNA-mRNA regulatory modules that are potential new candidates to enhance stress tolerance across generations in molecular breeding.

## Methods

### Plant materials, stress treatment and sample collection

Two Australian durum wheat varieties, DBA Artemis and DBA Aurora, were grown in controlled glasshouse conditions as previously described^4^. Both varieties originate from South Australia with good tolerance to abiotic stresses: DBA Aurora having higher tolerance towards water-deficit stress and DBA Artemis having higher tolerance towards heat stress^4^. The seeds used for the current study were collected from the parent plants in the control group and parent plants in the water-deficit stress group from the previous year^4^. Here, four seed groups were planted: AtC (DBA Artemis seeds from control group parents), AtW (DBA Artemis seeds from water-deficit stress group parents), AuC (DBA Aurora seeds from control group parents), and AuW (DBA Aurora seeds from water-deficit stress group parents). Progeny from each parent group were treated with control or water-deficit stress again, thus totalling eight treatment groups: AtCC (DBA Artemis control group parents, progeny treated with control), AtCW (DBA Artemis control group parents, progeny treated with water-deficit stress), AtWC (DBA Artemis water-deficit stress group parents, progeny treated with control), AtWW (DBA Artemis water-deficit stress group parents, progeny treated with water-deficit stress); AuCC (DBA Aurora control group parents, progeny treated with control), AuCW (DBA Aurora control group parents, progeny treated with water-deficit stress), AuWC (DBA Aurora water-deficit stress group parents, progeny treated with control), AuWW (DBA Aurora water-deficit stress group parents, progeny treated with water-deficit stress). See Supplementary Table S1 for a summary of the treatment groups.

Plants were grown under controlled glasshouse conditions, with day/night temperature at 22 °C/12 °C (12 h photoperiod) as previously described^4^. All plants were well-watered from germination to booting. Pre-anthesis water-deficit stress was applied from the booting stage (Zadoks stage 49) until maturity, by maintaining the soil water content in pots at 6% (equal to half of the field capacity). Both the flag leaf and developing grain samples were collected from the main tiller at 5 DPA (days post-anthesis). Total RNA was extracted using the Tri reagent (Sigma-Aldrich) and treated with TURBO DNase (ThermoFisher Scientific). The concentration, quality and integrity of total RNA samples were assessed by a NanoDrop spectrophotometer, gel electrophoresis and the Agilent Bioanalyzer prior to use in next generation sequencing and qPCR. Six biological replicates were sampled for each group. Equal pooling of total RNA samples from the six biological replicates was performed prior to next-generation sequencing analysis.

### Evaluation of crop performance – physiological traits, yield components and grain quality traits

Chlorophyll content and stomatal conductance (adaxial) were measured every 5 days from flowering (0 DPA) to 40 DPA as previously described^4,27^. Briefly, chlorophyll content was measured three times along the middle part of the flag leaf with a SPAD meter, stomatal conductance was measured on the adaxial surface along the middle part of the flag leaf with a SC-1 porometer. All replications were arranged in a complete randomised block design. Eight biological replicates per group were used for chlorophyll content measurement. Four biological replicates were randomly selected from these eight for measuring stomatal conductance. At harvest, yield components including grain weight per plant, grain number per plant, biomass, harvest index, 1000-grain weight, plant height, tiller number and main spike length were determined. Ten biological replicates were used for harvest analysis. After harvest analysis, out of these ten biological replicates, four biological replicates per group were randomly chosen for destructive grain quality analysis. Wholemeal flour samples of the mature grains were prepared using an IKA A11 analytical mill^4^ for the measurement of grain quality traits. A rapid N Elementar was used to determine grain protein content (GPC) based on the Dumas method (nitrogen content multiplied by a factor of 5.7 at 11% moisture basis). Total starch content (TSC) of the grains was determined using the Total Starch Assay Kit as previously described^4^. Statistical analysis was performed using GENSTAT 20 Edn (VSN International Ltd) as described previously^4^. One-way ANOVA was used to detect significant differences between treatment groups of the same genotype, with the least significance difference (l.s.d.) value at *P* < 0.05.

### sRNA, transcriptome, and degradome sequencing

Flag leaf RNA and developing grain RNA samples from DBA Artemis were used for small RNA, transcriptome and degradome sequencing analysis (Supplementary Table S2). The sRNA libraries were prepared using the NEBNext Multiplex Small RNA Library Prep Kit and multiplex primers, as previously described^26,28,29^. sRNA-seq was performed on Illumina HiSeq 2500 at LC-Bio in Hangzhou, China. Original datasets of sRNA-seq, transcriptome-seq, and degradome-seq generated in the current study were submitted to NCBI GEO database (accession number GSE162008). Conserved and novel durum wheat miRNAs were identified using the ACGT101-miR program as previously described^26,28,29^. All miRNAs were categorised into five groups (G1-5), where G1 to G4 represent different categories of conserved miRNAs, while G5 represents novel miRNAs. For details, see Methods S1. Normalised reads count was used to represent the expression level of miRNAs in each library. Chi-square (n × n) was used to identify differentially expressed miRNAs (DEMs) across treatment groups at *P* < 0.05. Fold-change calculations were performed for paired-comparisons made between treatment groups.

The transcriptome libraries (Supplementary Table S2) were constructed using the Illumina mRNA-Seq sample preparation kit, and sequenced on Illumina NovaSeq 6000 at LC-Bio as previously described^28^. Bioinformatics analysis of transcriptome-seq was performed as previously described^28^. For details, see Methods S1. Gene expression level was normalised in FPKM (Fragments Per Kilobase Million). The edgeR package was used to identify differentially expressed genes (DEGs) at *P* value < 0.05 using chi-square (n × n). Fold-change calculations were performed for paired-comparisons made between treatment groups.

The degradome libraries (Supplementary Table S2) were prepared and sequenced on Illumina HiSeq 2500 at LC-Bio as previously described^28^. Bioinformatics analysis of degradome-seq was performed using the CleaveLand package and the ACGT101-DEG program as previously described^28^. Degradome-seq signatures were analysed to determine mRNA targets that were post-transcriptionally regulated by durum miRNAs. For details, see Methods S1. Normalised reads abundance of target genes were expressed in TPB (transcripts per billion).

### Functional annotation of genes and integrated omics analysis

Gene Ontology (GO) annotation of *T. turgidum* DEGs was performed regarding their biological processes, cellular components and molecular functions^28,29^. KEGG pathway^30–32^ enrichment analysis was conducted to determine the functional pathways that DEGs were associated with. Integrated omics analysis combining sRNA-seq, transcriptome-seq and degradome-seq datasets was performed as previously described to identify significant miRNA-mRNA pairs with antagonistic regulatory patterns^28,29^. Briefly, all miRNA-mRNA pairs were first validated as evidenced by three types of sequencing datasets (i.e. miRNA candidates can be validated via sRNA sequencing, mRNA candidates can be validated via transcriptome sequencing, and miRNA-mRNA pairing can be validated by degradome sequencing). Secondly, from all validated miRNA-mRNA pairs, the ones where both miRNA and mRNA had shown significant differential expression were identified (*P* < 0.05, subject to the progeny stress treatment or parent stress treatment factor). Thirdly, from the significantly expressed miRNA-mRNA pairs, those where miRNA and mRNA had shown antagonistic expression patterns were identified (i.e., significantly reduced miRNA expression corresponding to significantly increased mRNA expression, or significantly increased miRNA expression corresponding to significantly decreased mRNA expression). GO and KEGG pathway enrichment analysis were performed for these identified miRNA-mRNA modules.

### qPCR profiling of stress-responsive miRNAs and targets

A total of eight stress-responsive miRNAs and 12 target genes were selected for qPCR analysis in DBA Artemis and DBA Aurora. These candidates were selected for their predicted biological functions associated with stress response and plant growth, potentially contributing to the transgenerational effects. cDNA was synthesised from treated total RNA samples with the MystiCq microRNA cDNA Synthesis Mix (Sigma-Aldrich) as previously described^27,33^. qPCR analysis was carried out on a ViiA7 Real-Time PCR machine using the PowerUp SYBR Green Master Mix as previously described^27,33^. The relative gene expression level was calculated using the durum wheat GAPDH gene as the reference gene. Data was represented as mean ± SE (three biological replicates). The three biological replicates were randomly chosen from the six biological replicates used for pooling in next-generation sequencing libraries. One-way ANOVA was used to determine statistical significance across treatment groups at *P* < 0.05 with the l.s.d. value (least significant difference). Different letters (a – c) denote the statistical difference across the treatment groups. Primer sequences are included in Supplementary Table S3.

## Results

### Crop performance of two genotypes with different seed sources

Two leaf physiological traits (chlorophyll content and stomatal conductance) were measured every 5 days from flowering to 40DPA (Fig. 1). In DBA Artemis, water-deficit stress significantly reduced the chlorophyll content at all time-points in the progeny from the same parents (i.e. AtCW vs AtCC, AtWW vs AtWC), except for 10, 15 and 20 DPA in the progeny from the stressed parents, where no significant difference was found between AtWW and AtWC. Chlorophyll content between control group progeny from the control parents and the stressed parents (AtWC vs AtCC) showed no significant difference. However, under water-deficit stress, progeny from the stressed parents managed to maintain significantly higher chlorophyll content than the progeny from the control parents (AtWW vs AtCW) from 10 to 30 DPA. For DBA Aurora, water-deficit stress significantly reduced the chlorophyll content at all time-points in the progeny from the same parents (i.e. AuCW vs AuCC, AuWW vs AuWC). No significant difference was found between the control group progeny from the control parents and stressed parents (AuWC vs AuCC), and no significant difference was found between water-deficit stress treated progeny from the two parent groups (AuWW vs AuCW). For stomatal conductance, in both genotypes, water-deficit stress applied in the progeny from the same parents significantly decreased the stomatal conductance at all time-points. However, the rate of reduction under water-deficit stress compared with its control was less evident in the progeny from the stressed parents. No significant difference was found between progeny under the same progeny treatment from different parent groups.

**Figure 1:**
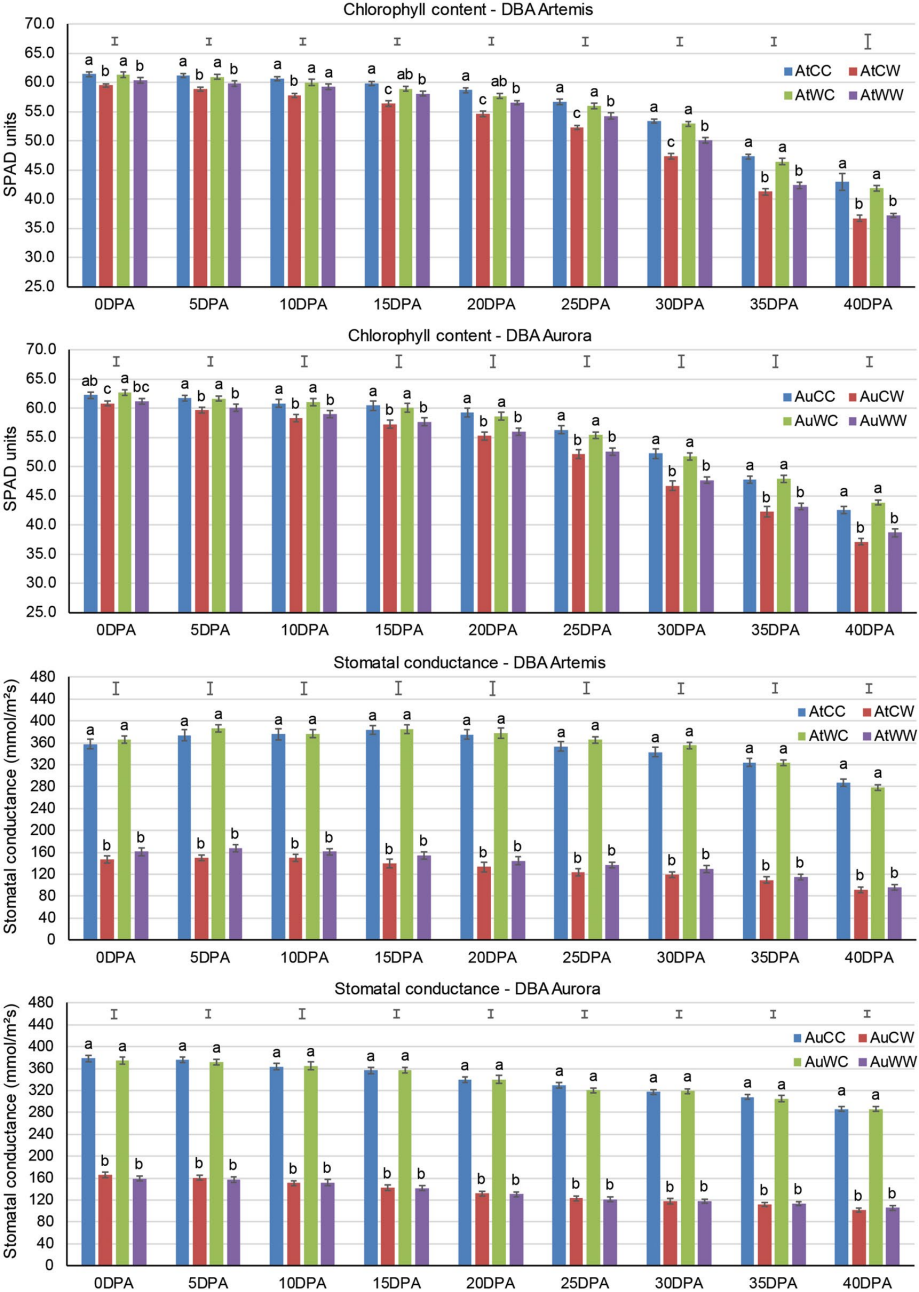
Effects of transgenerational water stress on chlorophyll content and stomatal conductance measured on the flag leaf every 5 days from flowering to 40 DPA (days post anthesis) in two durum wheat genotypes. Means ± SE for n = 8 are shown for chlorophyll content and means ± SE for n = 4 are shown for stomatal conductance. Different letters (**a**–**c**) denote statistically significant differences at the *P* < 0.05 level among treatment groups within a time-point. Capped lines show the l.s.d. values at *P* = 0.05 for comparison among treatment groups at each time-point. The treatment groups are: AtCC (DBA Artemis control group parents, progeny treated with control), AtCW (DBA Artemis control group parents, progeny treated with water-deficit stress), AtWC (DBA Artemis water-deficit stress group parents, progeny treated with control), AtWW (DBA Artemis water-deficit stress group parents, progeny treated with water-deficit stress); AuCC (DBA Aurora control group parents, progeny treated with control), AuCW (DBA Aurora control group parents, progeny treated with water-deficit stress), AuWC (DBA Aurora water-deficit stress group parents, progeny treated with control), AuWW (DBA Aurora water-deficit stress group parents, progeny treated with water-deficit stress).

Yield components including biomass per plant, grain weight per plant, grain number per plant, harvest index and 1000-grain weight were analysed in two durum wheat genotypes across treatment groups (Table 1). In DBA Artemis, biomass per plant, grain weight per plant, and grain number per plant exhibited the same trend – these traits significantly decreased in the progeny treated with water-deficit stress compared with the control from the same parental source (i.e. AtCW vs AtCC, AtWW vs AtWC). No significant difference was detected for progeny under the same treatment condition but originating from different parents (i.e. AtCC vs AtWC, AtCW vs AtWW). Interestingly, the harvest index of DBA Artemis progeny from the stressed parents was significantly higher than that of the progeny from the control parents, under both control and water-deficit stress conditions (i.e. AtWC vs AtCC and AtWW vs AtCW). No significant difference was detected between control and stress-treated progeny from the same parents. For 1000-grain weight, stress-treated DBA Artemis progeny from the stressed parents showed the highest value across all treatment groups. The 1000-grain weight of progeny from the control parents significantly increased under water-deficit stress (AtCW vs AtCC). For DBA Aurora, the same trend was observed for biomass per plant, grain weight per plant, and grain number per plant, where significant reductions were observed between control and stressed progeny from the same parents. No significant difference was detected for harvest index in DBA Aurora. In terms of 1000-grain weight, water-deficit stress significantly increased the 1000-grain weight in the progeny from the stressed parents (AuWW vs AtWC). No significant difference was detected between control and stressed progeny from the control parents (AuCW vs AtCC).

**Table 1:** Effect of transgenerational water stress on yield components measured at harvest for two durum wheat genotypes. Means ± SE for *n* = 10 are shown for each trait. Different letters (a, b, c) denote statistically significant differences among treatment groups within each genotype, using least significant difference (LSD) when *P* < 0.05. The treatment groups are: AtCC (DBA Artemis control group parents, progeny treated with control), AtCW (DBA Artemis control group parents, progeny treated with water-deficit stress), AtWC (DBA Artemis water-deficit stress group parents, progeny treated with control), AtWW (DBA Artemis water-deficit stress group parents, progeny treated with water-deficit stress); AuCC (DBA Aurora control group parents, progeny treated with control), AuCW (DBA Aurora control group parents, progeny treated with water-deficit stress), AuWC (DBA Aurora water-deficit stress group parents, progeny treated with control), AuWW (DBA Aurora water-deficit stress group parents, progeny treated with water-deficit stress).

	Biomass per plant (g)	Grain weight per plant (g)	Grain number per plant	Harvest index	1000-grain weight (g)
AtCC	24.51 ± 0.20 a	12.49 ± 0.13 a	292.50 ± 7.28 a	0.510 ± 0.005 b	42.93 ± 1.08 c
AtCW	20.12 ± 0.41 b	10.24 ± 0.31 b	214.80 ± 10.85 b	0.509 ± 0.010 b	48.34 ± 1.62 b
AtWC	23.52 ± 0.27 a	12.58 ± 0.24 a	269.75 ± 14.59 a	0.535 ± 0.007 a	47.34 ± 1.86 bc
AtWW	20.36 ± 0.47 b	10.95 ± 0.38 b	207.00 ± 10.84 b	0.537 ± 0.008 a	53.44 ± 1.66 a
F pr	< 0.001	< 0.001	< 0.001	0.021	< 0.001
LSD	1.034	0.805	31.260	0.023	4.477
AuCC	22.96 ± 0.24 a	12.60 ± 0.31 a	247.10 ± 9.08 a	0.549 ± 0.010	51.24 ± 0.83 ab
AuCW	19.94 ± 0.60 b	11.04 ± 0.39 b	203.90 ± 13.88 b	0.554 ± 0.012	55.42 ± 2.20 a
AuWC	23.23 ± 0.40 a	12.92 ± 0.39 a	264.20 ± 10.57 a	0.555 ± 0.010	49.16 ± 1.08 b
AuWW	19.17 ± 0.32 b	10.39 ± 0.41 b	190.60 ± 8.93 b	0.541 ± 0.015	55.03 ± 1.95 a
F pr	< 0.001	< 0.001	< 0.001	0.833	0.025
LSD	1.19	1.083	30.98	n.a	4.645

Morphological traits were evaluated at maturity for two durum wheat genotypes across treatment groups (Table 2). In DBA Artemis, plant height was significantly reduced under water-deficit stress in the progeny from the control parents, but did not have significant impact on the progeny from the stressed parents. However, both control and stressed progeny from the stressed parents exhibited significantly lower plant height compared with the control progeny from the control parents. Interestingly, in DBA Artemis, the control progeny from the stressed parents had the highest tiller number and fertile tiller number among all groups. Both tiller number and fertile tiller number were significantly reduced under water-deficit stress for the progeny from the stressed parents (AtWW vs AtWC), but showed no significant difference to that of both control and stressed progeny from the control group (AtWW vs AtCC, AtWW vs AtCW). No significant difference was detected for main spike length across treatment groups for both genotypes. For DBA Aurora, there was also no significant difference detected for plant height. Tiller number and fertile tiller number exhibited the same trend where significant reductions were observed between control and stressed progeny from the same parents.

**Table 2:** Effect of transgenerational water stress on morphological traits and grain quality traits measured at harvest for two durum wheat genotypes. Means ± SE for *n* = 10 are shown for morphological traits. Means ± SE for *n* = 4 are shown for grain quality traits. Different letters (a, b, c) denote statistically significant differences among treatment groups within each genotype, using least significant difference (LSD) when *P* < 0.05. The treatment groups are: AtCC (DBA Artemis control group parents, progeny treated with control), AtCW (DBA Artemis control group parents, progeny treated with water-deficit stress), AtWC (DBA Artemis water-deficit stress group parents, progeny treated with control), AtWW (DBA Artemis water-deficit stress group parents, progeny treated with water-deficit stress); AuCC (DBA Aurora control group parents, progeny treated with control), AuCW (DBA Aurora control group parents, progeny treated with water-deficit stress), AuWC (DBA Aurora water-deficit stress group parents, progeny treated with control), AuWW (DBA Aurora water-deficit stress group parents, progeny treated with water-deficit stress).

	Plant height (cm)	Tiller number	Fertile tiller number	Main spike length (cm)	Grain protein content (GPC%)	Total starch content (TSC%)	Flour yellowness (*b)
AtCC	74.37 ± 1.24 a	6.10 ± 0.31 b	6.00 ± 0.26 b	9.27 ± 0.13	11.55 ± 0.13 c	61.14 ± 0.88	22.74 ± 0.39 a
AtCW	69.25 ± 0.76 b	4.90 ± 0.23 c	4.80 ± 0.20 c	9.18 ± 0.09	14.83 ± 1.05 ab	57.76 ± 1.27	21.46 ± 0.25 b
AtWC	66.83 ± 1.28 bc	7.25 ± 0.31 a	7.00 ± 0.38 a	8.94 ± 0.25	13.05 ± 0.32 bc	59.13 ± 1.30	23.22 ± 0.26 a
AtWW	64.30 ± 1.15 c	5.78 ± 0.40 bc	5.33 ± 0.37 bc	8.61 ± 0.28	15.21 ± 0.77 a	57.17 ± 1.02	22.78 ± 0.28 a
F pr	< 0.001	< 0.001	< 0.001	0.091	0.008	0.116	0.008
LSD	3.209	0.918	0.869	n.a	2.071	n.a	0.919
AuCC	72.11 ± 1.61	7.00 ± 0.42 a	6.80 ± 0.42 a	8.08 ± 0.17	12.99 ± 0.55 bc	55.73 ± 0.89	21.16 ± 0.23 a
AuCW	69.97 ± 0.84	4.90 ± 0.35 b	4.60 ± 0.40 b	8.40 ± 0.20	15.39 ± 1.28 a	53.72 ± 2.66	20.09 ± 0.22 b
AuWC	71.48 ± 1.11	6.20 ± 0.44 a	6.10 ± 0.41 a	8.47 ± 0.15	12.25 ± 0.20 c	53.78 ± 1.59	20.54 ± 0.37 ab
AuWW	73.07 ± 1.05	4.90 ± 0.23 b	4.80 ± 0.20 b	8.08 ± 0.17	15.08 ± 0.61 ab	51.82 ± 2.04	19.88 ± 0.22 b
F pr	0.322	< 0.001	< 0.001	0.258	0.033	0.571	0.025
LSD	n.a	1.062	1.053	n.a	2.357	n.a	0.827

Three grain traits (GPC, TSC and colour b*) were measured at harvest (Table 2). In DBA Artemis, water-deficit stress significantly increased the GPC of progeny from the same parents (AtCW vs AtCC, AtWW vs AtWC). The GPC of the DBA Artemis progeny from stressed parents seemed to have a higher GPC compared with the progeny from the control parents under the same treatment condition (AtWC vs AtCC, AtWW vs AtCW), but the difference was not significant. For DBA Aurora, water-deficit stress also significantly increased the GPC of progeny from the same parents (AuCW vs AuCC, AuWW vs AuWC). No significant difference was detected for TSC across treatment groups for both genotypes. In DBA Artemis, flour colour (yellowness b*) was significantly decreased under water-deficit for progeny from the control parents. For progeny from the stressed parents, the flour colour was not affected by stress. The same trend was also observed in DBA Aurora, where water-deficit stress only affected the colour b* of the progeny from the control parents.

### sRNA sequencing and differentially expressed miRNAs (DEMs)

DBA Artemis samples were used for sRNA, transcriptome and degradome sequencing, based on the improvement of selected traits in DBA Artemis under the effects of transgenerational stress. A total of 90.30 million raw reads were generated for eight sRNA libraries (Supplementary Table S2). 

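Small RNA was sequenced from 8 pools, 1 for each of the 4 treatment groups (AtCC, AtCW, AtWC and AtWW) in each tissue. The flag leaf and the developing grain were collected at 5 days post-anthesis. The first letter after At gives the parental treatment and the second the progeny treatment, with C for control and W for water-deficit stress. Each pool combined 6 plants and was sequenced once, so no treatment group had replicates. A test on the reads of 2 libraries compares those libraries, and cannot separate the treatment from any other difference between the pools. The flag leaf libraries held 9443968 (AtCC), 9880662 (AtCW), 9258126 (AtWC) and 10432176 (AtWW) raw reads. The developing grain libraries held 12327791, 15230926, 11210189 and 12513821 in the same order. The authors sequenced on Illumina HiSeq, identified miRNAs with ACGT101-miR against miRBase and the durum genome, and gave a normalised reads count per library. Within a library that count is the number of reads times a factor, and how the factor was set is not stated in the paper's text. The value of 5 reads was 2.85, 2.35, 3.14 and 2.98 in the flag leaf libraries and 7.56, 5.94, 10.2 and 14.0 in the developing grain libraries, in the order AtCC, AtCW, AtWC and AtWW. Almost no miRNA was listed under 5 reads, so a listed 0 stands for fewer than about 5 reads and not for absence. From there, whole reads were recovered by dividing each value by its library's factor. A value was taken as whole when it lay within 0.1 of a whole number of reads, which 92.4% to 94.7% of the values above 0 did. The other values held a fraction of a read, and the origin of the fractions was not tested.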

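The flag leaf libraries held 6636371 (AtCC), 7462097 (AtCW), 7137691 (AtWC) and 7812935 (AtWW) valid reads, and the developing grain libraries 10126521, 11919113, 9475068 and 8622104. Reads assigned to the listed miRNAs were fewer in the developing grain. They came to 697367, 856776, 636609 and 654008 in the flag leaf and to 209325, 258680, 182795 and 119017 in the developing grain. An miRNA at the same share of valid reads therefore rests on a similar count in both tissues, while an miRNA at the same normalised reads count rests on fewer reads in the developing grain. The most abundant miRNA of every flag leaf library was tae-miR7757-5p_1ss2TC, from a family found in wheat and Brachypodium. In 3 of the 4 developing grain libraries it was osa-miR396e-5p. The miR396 family guides cleavage of growth-regulating factors, which sustain cell division in young organs.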

Over 69.19 million valid sRNA reads were obtained after reads filtering. 

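Of the entries in the deposited table, 1728 could be read here and 11 were empty. They name 1708 distinct miRNAs by name and sequence. The authors graded 185 of these entries as high, 1262 as middle and 281 as low in expression. The most common lengths were 21 nt (610 entries) and 24 nt (482 entries), followed by 20 nt (167) and 22 nt (141). The 21 nt length is typical of miRNAs that guide cleavage, and 24 nt small RNAs in plants mostly guide DNA methylation.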

From the eight sRNA libraries, a total of 1739 MIR-miRNA entries were identified (Supplementary Table S4), considering both different MIR gene origins and different mature miRNA products. Of these, 965 were conserved miRNAs from 52 MIR families registered in the miRBase, and 774 were novel miRNAs (unique to *T. turgidum*). 

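Among the entries that could be read, 961 belonged to conserved miRNAs and 767 to predicted miRNAs that match no miRBase family. The miR7757 family had 54021 normalised reads in AtCC_L and 25511 in AtCC_G. The miR167 family, which targets auxin response factors, had 42785 and 10464. The miR396 family had 38138 in AtCC_L and 87955 in AtCC_G, but the factor from reads per 1000000 valid reads to normalised reads was 3.78 in AtCC_L and 15.3 in AtCC_G. By share of valid reads the miR396 family was therefore higher in AtCC_L. The miR156 family, which holds back the SPL factors that drive the change from juvenile to adult growth, had 28299 normalised reads in AtCC_L and 996 in AtCC_G. The miR319 family, which targets TCP factors of organ growth, showed the opposite, with 113 and 4458. Of all 1708 miRNAs, 262 were listed in every pool, 230 in all 4 flag leaf pools and no developing grain pool, and 116 in all 4 developing grain pools and no flag leaf pool.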

Venn diagrams (Supplementary Fig. S1a) illustrate the distribution of miRNA numbers between different biological groups. The biological group with the highest number of unique miRNAs was AtCW, in both the flag leaf tissue and the developing grain tissue. 

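Counting each tissue by itself, 37 miRNAs were listed only in AtCW_L, against 29 only in AtCC_L, 26 only in AtWC_L and 30 only in AtWW_L. In the developing grain 134 were listed only in AtCW_G, against 25 only in AtCC_G, 37 only in AtWC_G and 21 only in AtWW_G. Over both tissues, AtCW had 56 miRNAs of its own, AtCC 25, AtWC 38 and AtWW 29. These miRNAs rested on few reads. The median was 5 reads for those of AtCW_L, where 4 had at least 10 reads, and 8.50 reads for those of AtCW_G, where 57 had at least 10. In all, 857 miRNAs were listed in AtCW_G and 860 in AtCC_G.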

Fig. S1b shows the conservation profile of the identified durum wheat miRNAs among the reference plant species. Expectedly, the highest conservation was found in bread wheat (*Triticum aestivum*).

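Named by the species of the closest miRBase entry, 380 of the distinct conserved miRNAs carried a bread wheat name (tae). Rice (osa) followed with 128, Brachypodium distachyon (bdi) with 101, Aegilops tauschii (ata) with 97, soybean (gma) with 76 and barley (hvu) with 37. Aegilops tauschii is the donor of the D genome of bread wheat, which durum wheat lacks. Fewer carried names from poplar (ptc, 22), maize (zma, 17) and Arabidopsis (ath, 14). A name gives the closest miRBase entry only, so an miRNA shared by several species is counted for 1 of them.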

Differentially expressed miRNAs (DEMs) were identified based on the normalised reads count. For a summary of the number of DEMs subject to different factors, see Supplementary Table S5. To study the effects of progeny stress treatment, paired-comparisons were made between AtCC and AtCW, AtWC and AtWW (Supplementary Table S6). 

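In each of the 8 treatment comparisons and the 4 tissue comparisons, an miRNA was counted as a DEM when its normalised reads counts differed by more than 1 on the log2 scale and Fisher's exact test gave a two-sided p under 0.05. The test set the recovered reads of both pools against the valid reads of both libraries. Sequences with a fraction of a read were judged by the fold alone. Where an miRNA was listed at 0 in one pool no fold was given, and the fold criterion counted as met. Between 56.3% and 76.9% of the DEMs of the 4 progeny comparisons and of the parental comparisons in progeny grown under control conditions were of this kind. In each of the 8 treatment comparisons the balance of higher and lower DEMs turned under at least 1 other setting. As an additive model over the 8 pools, limma was fitted to log2(normalised reads count + 1) of 1105 miRNAs with a mean of at least 5. It held 6 coefficients (parental and progeny stress in each tissue and the tissue means) and left 2 residual degrees of freedom. For progeny stress no miRNA had an adjusted p under 0.05 in the flag leaf, where 27 had an unadjusted p under 0.05, or in the developing grain, where 75 had. The smallest adjusted p was 8.89e-02, in the developing grain. The edgeR quasi-likelihood test on the reads also called 0 miRNAs in both tissues, with 21 and 48 at an unadjusted p under 0.05. Leaving out 1 pool fits its tissue exactly, so the residual of such a fit comes from the other tissue alone. Fits with 1 pool left out did call miRNAs for progeny stress in both tissues. For that reason they cannot show which pools the result rests on.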

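The clearest miRNA difference in the flag leaf of progeny from control parents lay in the miR398 family, which targets copper/zinc superoxide dismutases and so links copper supply to oxidative stress. mtr-miR398a-5p_1ss7AC had 1912 normalised reads in AtCW_L and 730 in AtCC_L (log2 1.39, 4074 and 1280 reads, Fisher's exact p = 6.35e-268). osa-miR398a had 345 and 154 (log2 1.17, p = 1.99e-39), and the family as a whole 4457 and 2186. The wheat miRNA tae-miR9774_R+1 was lower, with 270 normalised reads against 1062 (log2 -1.97, Fisher's exact p = 4.94e-192). tae-MIR531-p5_2ss11CG20AG was higher, with 973 against 436 (log2 1.16, p = 4.95e-107). In all, 242 of 1079 listed miRNAs met the criteria, 110 higher and 132 lower in AtCW_L, and 8 of them had at least 100 normalised reads. The count rested on rare miRNAs. It was 120 with at least 10 reads in the higher pool and 103 with each listed 0 set to 4 reads.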

For progeny from the control parents, 86 miRNAs showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1) between the control and water-deficit stress group in the flag leaf (AtCW_L vs AtCC_L). In the developing grains, 571 miRNAs showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1) between the control and water-deficit stress group (AtCW_G vs AtCC_G). 

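In the developing grain of progeny from control parents the differences were larger. osa-miR166g-3p_2ss20TC21CA, of the family that targets HD-ZIP III factors of organ polarity and vascular tissue, had 1855 normalised reads in AtCW_G and 168 in AtCC_G (log2 3.47, 1562 and 111 reads, Fisher's exact p = 2.53e-279). vvi-miR396a had 564 and 96.8 (log2 2.54, p = 6.00e-65), and tae-miR9665-3p_L+1 had 365 and 124 (log2 1.56, p = 2.09e-24). bdi-miR171a_L-1, whose family targets the scarecrow-like GRAS factors, was listed at 0 in AtCW_G and had 195 normalised reads in AtCC_G (129 reads, Fisher's exact p = 2.60e-44). osa-miR5071_L-1_1ss15GA was also listed at 0 in AtCW_G and had 206 in AtCC_G (p = 1.12e-46). These were differences between single sequence variants. The miR166 family as a whole had 13889 normalised reads in AtCW_G and 13752 in AtCC_G, and the miR171 family 1923 and 2496. Of 1076 listed miRNAs 516 met the criteria, 272 higher and 244 lower, and 397 of the 516 were listed at 0 in one pool. The count was 277 with each listed 0 set to 4 reads.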

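With stressed parents, the flag leaf miRNAs that were higher under progeny water-deficit stress included gma-miR156a_R+1 of the SPL-targeting family, with 165 normalised reads in AtWW_L and 32.6 in AtWC_L (log2 2.34, Fisher's exact p = 4.26e-34). osa-miR166m had 326 and 78.5 (log2 2.05, p = 6.27e-56). tae-MIR9664-p5, from a family known in wheat, had 757 and 302 (log2 1.33, p = 1.36e-67). Both osa-MIR167h-p3_1 and osa-MIR160f-p5_2ss9GT19TA were listed at 0 in AtWW_L. Their families target auxin response factors. In AtWC_L they had 451 normalised reads (718 reads, Fisher's exact p = 2.76e-231) and 326 (519 reads, p = 2.21e-167). The variant osa-miR166m_1ss9GT had 7.14 and 183 (log2 -4.68, Fisher's exact p = 1.66e-76). The criteria were met by 344 of 1070 listed miRNAs, 159 higher and 185 lower in AtWW_L, of which 21 had at least 100 normalised reads. With at least 10 reads in the higher pool the count was 223, and with each listed 0 set to 4 reads it was 201.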

For progeny from the stressed parents, 234 miRNAs showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1) between the control and water-deficit stress group in the flag leaf (AtWW_L vs AtWC_L). 

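In the developing grain of progeny from stressed parents, tae-MIR9668-p5_1ss23AG had 210 normalised reads in AtWW_G and 59.0 in AtWC_G (log2 1.83, 75 and 29 reads, Fisher's exact p = 5.66e-07). tae-MIR530-p5 had 355 and 159 (log2 1.16, p = 4.53e-05). tae-MIR531-p5_2ss10CG19AG was lower, with 341 normalised reads in AtWW_G and 1027 in AtWC_G (log2 -1.59, Fisher's exact p = 1.02e-48). tae-miR171a, with scarecrow-like factors as targets, had 76.1 and 218 (log2 -1.52, a sequence judged by its fold alone). Of 964 listed miRNAs, the fewest of the 8 treatment comparisons, 357 met the criteria, 169 higher and 188 lower in AtWW_G. Under TMM scaling the balance turned, to 213 higher and 133 lower. AtWW_G had the fewest miRNA reads of all pools, and the count was 177 with at least 10 reads in the higher pool and 148 with each listed 0 set to 4 reads.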

In the developing grains, 456 miRNAs showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1) (AtWW_G vs AtWC_G). It appears that leaf miRNAs were more responsive to water-deficit stress in the progeny from the stressed parents (higher number of DEMs compared with progeny from the control parents), while grain miRNAs were less responsive in the progeny from the stressed parents (lower number of DEMs compared with progeny from the control parents) (Supplementary Table S5).

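Responses to progeny stress were set beside each other for both kinds of parents. The log2 ratios of AtCW to AtCC and of AtWW to AtWC correlated across miRNAs with r of -0.02 in the flag leaf and -0.13 in the developing grain. miRNAs are not independent replicates, and with a mean of at least 50 normalised reads the flag leaf value was 0.04. Of all 1105 miRNAs, 38 changed by more than 1 on the log2 scale in both flag leaf comparisons, 22 in the same direction and 16 in opposite directions. For developing grain these were 165, 67 and 98. The miR398 family had 4103 normalised reads in AtWC_L and 4680 in AtWW_L, a log2 ratio of 0.19, against 1.03 in progeny from control parents. The miR531 family had 385 normalised reads in AtWW_L against 849 in AtWC_L, where in progeny from control parents it was higher under stress, at 982 in AtCW_L. The parent by progeny interaction contrast of the 4 pools had a median absolute size of 0.97 times that of the progeny contrast in the flag leaf and 0.92 times in the developing grain. Both contrasts are built from the same 4 single pools, so spread between pools alone would also give a ratio near 1. The ratio therefore cannot show whether the responses differed between kinds of parents, or in which progeny they were larger. From the numbers of DEMs, the paper proposes that leaf miRNAs were more responsive, and grain miRNAs less responsive, to water-deficit stress in the progeny from the stressed parents.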

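Under the additive limma model, 13 flag leaf miRNAs differed by parental treatment at an adjusted p under 0.05. After parental stress 12 were higher and 1 lower. In the developing grain 101 differed, 59 higher and 42 lower. bdi-miR5062a_1ss22CA was listed at 0 in all 4 pools from control parents. It had 892 (AtWC_L), 1024 (AtWW_L), 446 (AtWC_G) and 366 (AtWW_G) normalised reads in the pools from stressed parents. Its log2 change was 9.90 in the flag leaf (standard error 0.23, adjusted p = 0.0293 from limma) and 8.66 in the developing grain (adjusted p = 0.0164). A listed 0 stands for fewer than about 5 reads, so these sizes rest on the 1 added before taking logs. tae-miR9664-3p_L-1 rose by 2.16 in the flag leaf (standard error 0.13, adjusted p = 0.0410), where the pools from control parents held 238 and 256 and those from stressed parents 1035 and 1186. tae-miR9659-3p fell by 2.70 in the flag leaf (adjusted p = 0.0342) and was lower in the developing grain too, at 3617 and 3728 against 7015 and 6844. In the developing grain ata-miR9674a-3p_L-1R+1 fell by 5.27, with 40.8 and 34.4 from control parents and listed at 0 in both pools from stressed parents. That size rests on the added 1 too, since 5 reads were 10.2 normalised reads in AtWC_G and 14.0 in AtWW_G. The calls rested on the small residual. The edgeR quasi-likelihood test called 0 miRNAs in either tissue, with 45 and 119 at an unadjusted p under 0.05, and limma fitted to each tissue alone also called 0. Leaving out 1 pool at a time gave 0 to 72 in the flag leaf and 0 to 404 in the developing grain.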

To study the transgenerational effects of parental treatment, paired-comparisons were made between AtCC and AtWC, AtCW and AtWW (Supplementary Table S7). For progeny grown under the control conditions, 223 miRNAs showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1) in the flag leaf between different parental sources (AtWC_L vs AtCC_L). 

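In progeny grown under control conditions, the flag leaf from stressed parents held more of several wheat miRNAs. ata-miR169f-3p_R-1, of the family that targets NF-YA factors of drought and nitrogen responses, had 206 normalised reads in AtWC_L and 62.1 in AtCC_L (log2 1.73, Fisher's exact p = 1.71e-23). ata-miR5062a-3p_2ss2TC18AG had 950 and 345 (log2 1.46, p = 9.08e-76). bdi-miR159a-3p, whose family targets GAMYB factors, was lower, with 118 against 344 (log2 -1.54, Fisher's exact p = 1.39e-58). tae-MIR9655-p5 had 96.7 and 313 (log2 -1.70, p = 1.11e-59). Some families also differed as a whole. The miR397 family, which targets laccases of lignin synthesis, had 12864 normalised reads in AtWC_L and 5633 in AtCC_L. The miR5200 family, which targets the flowering gene FT in Brachypodium, had 7977 and 21320. The criteria were met by 366 of 1079 miRNAs, 163 higher and 203 lower in AtWC_L. The balance turned under TMM scaling, to 189 higher and 167 lower. The count was 220 with at least 10 reads in the higher pool and 203 with each listed 0 set to 4 reads.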

In the developing grains (AtWC_G vs AtCC_G), 562 miRNAs showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1). 

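In the developing grain of progeny grown under control conditions, both arms of the wheat miR9664 precursor were higher after parental stress. tae-MIR9664-p5 had 313 normalised reads in AtWC_G and 7.56 in AtCC_G (log2 5.37, 154 and 5 reads, Fisher's exact p = 1.00e-41), and tae-miR9664-3p_L-1 had 576 and 48.4 (log2 3.57, p = 2.78e-55). osa-miR827, which targets SPX-domain transporters of phosphate, was lower, with 120 against 337 (log2 -1.49, Fisher's exact p = 2.25e-21). The miR399 family, which also serves phosphate supply, had 304 normalised reads in AtWC_G and 794 in AtCC_G. ptc-miR6478_1ss21GA had 171 and 629 (log2 -1.88, Fisher's exact p = 3.28e-49). Of 1048 miRNAs 498 met the criteria, 282 higher and 216 lower in AtWC_G. The balance turned under TMM scaling, to 199 higher and 308 lower. The count was 283 with at least 10 reads in the higher pool and 236 with each listed 0 set to 4 reads.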

For progeny grown under water-deficit stress, 317 miRNAs showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1) in the flag leaf between different parental sources (AtWW_L vs AtCW_L). 

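In the flag leaf of progeny grown under water-deficit stress, tae-miR9774_R+1 was the most raised of the abundant miRNAs listed in both pools. It had 2069 normalised reads in AtWW_L and 270 in AtCW_L (log2 2.94, 3475 and 576 reads). tae-MIR9664-p5 had 757 and 134 (1272 and 285 reads, Fisher's exact p = 2.99e-139), and tae-MIR1121-p5_2ss16TA21TC had 240 and 65.7 (log2 1.87, p = 3.33e-28). osa-MIR160f-p5_2ss9GT19TA had 459 normalised reads in AtCW_L and was listed at 0 in AtWW_L (p = 5.12e-305), and osa-MIR167h-p3_1 had 649 and was listed at 0. The miR160 family as a whole had 2062 normalised reads in AtWW_L and 2095 in AtCW_L, and the miR167 family 32081 and 40562. In total 450 of 1104 miRNAs met the criteria, 201 higher and 249 lower in AtWW_L. With totals in proportion to the authors' factor, a scaling chosen after seeing the data, the balance turned, to 247 higher and 209 lower. With each listed 0 set to 4 reads the count was 290, 145 each way.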

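In the developing grain of progeny grown under water-deficit stress, osa-miR166g-3p_2ss20TC21CA had 106 normalised reads in AtWW_G and 1855 in AtCW_G (log2 -4.13, Fisher's exact p = 2.98e-307). vvi-miR396a had 81.1 and 564 (log2 -2.80, p = 9.65e-77), and tae-MIR531-p5_2ss11CG20AG had 341 and 1625 (log2 -2.25, p = 4.90e-188). The first pair were also the most raised of the abundant miRNAs in AtCW_G when it was compared with AtCC_G, so these differences lay in AtCW_G. osa-miR166m_1ss9GT had 131 normalised reads in AtWW_G (47 reads) and osa-miR5071_L-1_1ss15GA 213 (76 reads), and both were listed at 0 in AtCW_G (Fisher's exact p = 1.91e-18 and 2.22e-29). The criteria were met by 692 miRNAs, the most of the 8 treatment comparisons. The count was 464 with at least 10 reads in the higher pool and 342 with each listed 0 set to 4 reads. AtCW_G had the most miRNA reads of the developing grain pools and AtWW_G the fewest.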

In the developing grains (AtWW_G vs AtCW_G), 770 miRNAs showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1). It appears that a higher number of miRNAs were affected by the transgenerational effects when the progeny were grown under water-deficit stress (Supplementary Table S5).

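Some families differed by parental treatment in the same direction in both progeny treatments. The miR5200 family had 5612 normalised reads in AtWW_L and 18460 in AtCW_L, and the miR397 family 14304 and 9525. In progeny grown under control conditions both families also differed in these directions. The miR399 family, whose target PHO2 limits phosphate uptake, was lower after parental stress in the developing grain under both treatments, with 276 normalised reads in AtWW_G and 515 in AtCW_G. The miR531 family did not follow this in the flag leaf, with 385 normalised reads in AtWW_L and 982 in AtCW_L but 849 in AtWC_L and 436 in AtCC_L. Nor did the miR398 family. It had 4680 normalised reads in AtWW_L and 4457 in AtCW_L, and differed by parental treatment only in progeny grown under control conditions. Across miRNAs, the log2 ratios for parental stress in progeny under control conditions and under water-deficit stress correlated with r of 0.45 in the flag leaf and 0.28 in the developing grain.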

To study DEMs with tissue-specific patterns, paired comparisons were made between the flag leaf and developing grain samples (Supplementary Table S8). For progeny from the control parents and treated with the control conditions, 1067 miRNAs showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1) between the flag leaf and the developing grain (AtCC_L vs AtCC_G). 

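Several conserved miRNAs were listed in only one tissue of AtCC. ata-miR528-5p, which targets copper proteins such as ascorbate oxidase, had 619 normalised reads in AtCC_L and was listed at 0 in AtCC_G. ata-miR164c-3p, from a precursor whose main product targets NAC factors, had 139 in AtCC_L (Fisher's exact p = 1.63e-98) and was listed at 0 in AtCC_G. bdi-miR9483a_1ss20GA had 1432 normalised reads in AtCC_G and was listed at 0 in AtCC_L (Fisher's exact p = 5.65e-208). ata-miR172c-3p_L-1, of the family that targets APETALA2-like factors of spike and floret development, had 201 in AtCC_G (133 reads, p = 1.31e-29) and was also listed at 0 in AtCC_L. Of 1385 listed miRNAs 1070 met the criteria, with 662 higher in the flag leaf and 408 higher in the developing grain. The balance depended on the scaling. Under TMM scaling it was 460 and 563. With each listed 0 set to 4 reads the count was 558.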

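Under progeny water-deficit stress ata-miR528-5p had 772 normalised reads in AtCW_L and bdi-MIR530b-p3_1ss14GC 112 (Fisher's exact p = 8.49e-100), and both were listed at 0 in AtCW_G. ata-miR396e-3p, the passenger side of a growth-regulating-factor family, had 624 in AtCW_G and was listed at 0 in AtCW_L (p = 2.21e-111). Of 1305 listed miRNAs 953 met the criteria, 612 higher in AtCW_L and 341 higher in AtCW_G. Under TMM scaling the counts were 424 and 510. With each listed 0 set to 4 reads the total was 566.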

For progeny from the control parents but treated with water-deficit stress, 923 miRNAs showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1, AtCW_L vs AtCW_G). 

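In AtWC_L, ata-miR398g-5p_L+1R-1_1ss9GA had 534 normalised reads and ata-miR1432-3p_L-1R+1 569, and both were listed at 0 in AtWC_G. The family of the second targets calcium-binding proteins. bdi-miR9483a_1ss20GA had 1792 in AtWC_G and bdi-miR171a_L-1 592, and both were listed at 0 in AtWC_L (Fisher's exact p = 1.60e-215 and 1.68e-71). Of 1403 listed miRNAs 1189 met the criteria, the most of the tissue comparisons, with 710 higher in AtWC_L and 479 higher in AtWC_G. Under TMM scaling the counts were 526 and 573. With each listed 0 set to 4 reads the total was 607.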

For progeny from stressed parents treated with the control conditions, 1168 miRNAs showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1) between the flag leaf and the developing grain tissue (AtWC_L vs AtWC_G). While finally, for progeny from stressed parents but treated with water-deficit stress, 1074 miRNAs showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1, AtWW_L vs AtWW_G). It appears that a higher number of miRNAs had tissue-specific expression in the progeny from the stressed parents (Supplementary Table S5).

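Here ata-miR398g-5p_L+1R-1_1ss9GA had 920 normalised reads in AtWW_L and ata-miR528-3p_1ss4GC 193 (Fisher's exact p = 1.09e-105), and both were listed at 0 in AtWW_G. bdi-miR9483a_1ss20GA had 3135 in AtWW_G (1121 reads) and was listed at 0 in AtWW_L. Of 1341 listed miRNAs 1117 met the criteria, 683 higher in AtWW_L and 434 higher in AtWW_G. Under TMM scaling the counts were 401 and 541. With each listed 0 set to 4 reads the total was 519.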

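The treatment groups could serve as 4 pairs of one test between the tissues. In limma with the treatment group as a block, 777 of the 1105 miRNAs differed at an adjusted p under 0.05, of which 387 were higher in the flag leaf and 390 in the developing grain. tae-miR5200, whose family targets FT in Brachypodium, was higher in the flag leaf by 7.63 on the log2 scale, with 4448, 4014, 1738 and 1136 normalised reads in AtCC_L, AtCW_L, AtWC_L and AtWW_L and no more than 16.8 in any developing grain pool. tae-MIR5200-p5 (log2 10.57, adjusted p = 2.73e-04), mtr-miR398a-5p_1ss7AC (log2 9.32) and tae-miR530 (log2 7.64) were also higher in the flag leaf. bdi-miR9483a_1ss20GA (log2 -10.78, adjusted p = 7.72e-05) and ata-miR396e-3p (log2 -8.84) were higher in the developing grain. tae-miR530 was listed at 0 in every developing grain pool and bdi-miR9483a_1ss20GA in every flag leaf pool. tae-MIR5200-p5, mtr-miR398a-5p_1ss7AC and ata-miR396e-3p were listed at 0 in most pools of their lower tissue. A listed 0 stands for fewer than about 5 reads, so the sizes of these differences rest on the value added before taking logs. The edgeR quasi-likelihood test on the reads called 319 miRNAs, and limma limited to miRNAs with a mean of at least 50 normalised reads called 262.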

### Transcriptome sequencing, degradome sequencing, and bioinformatics

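The transcriptome was sequenced from the flag leaf and the developing grain of the same 4 treatment groups, as 8 libraries of 1 pool each. The paper's methods give 6 plants per pool, while Table S2 gives 3 for the transcriptome. The flag leaf libraries held 89127370 (AtCC), 92257950 (AtCW), 94213274 (AtWC) and 94071864 (AtWW) valid reads, and the developing grain libraries 82443134, 85328552, 70705056 and 89787752. Of these, 96.0%, 91.7%, 96.0% and 95.9% mapped in the flag leaf and 89.9%, 85.5%, 67.4% and 89.2% in the developing grain. The authors aligned the reads with HISAT2 and estimated the abundance of each gene in FPKM with StringTie, where 0.0001 stands for 0 and is read here as 0. From there, a gene was counted when log2 of the ratio of FPKM + 0.5 exceeded 1 in size and its FPKM was at least 1 in the higher pool. This is a rule on the fold alone, without a test, because FPKM gives no reads and each group held a single pool. Genes are given as higher or lower where only this rule was applied. As a test over the 8 pools, the additive limma model was fitted to log2(FPKM + 0.5) of the 35907 genes with at least 1 FPKM in at least 2 of the 8 pools. In addition, 36 lists of genes with a shared function were drawn from the authors' gene descriptions before the data were examined, except for some entries of the study's tables that had been seen. The median log2 ratio of each list was placed among those of 10000 random lists matched on mean expression, as a percentile. Random lists come from the same pools, so the percentile holds no spread between pools. Genes of a shared function may also vary together, which random lists do not copy. A position above or below every random list therefore ranks the list among other genes and is not a test of the treatment. Positions of genes are on the Svevo.v1 assembly, the build of the gene identifiers.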

Sequencing of eight transcriptome libraries generated over 697.9 million valid reads (Supplementary Table S2). A total of 66,559 genes (Supplementary Table S9) were identified, and the mean abundance of genes ranged from 10.38 to 12.00 FPKM in the eight libraries.

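Of the 66559 genes in the deposited table, 34583 were above 0 in all 8 pools and 12650 in none. At least 1 FPKM was reached by 26864 (AtCC_L), 27110 (AtCW_L), 27055 (AtWC_L) and 26989 (AtWW_L) genes in the flag leaf, and by 31785, 31964, 31373 and 30643 in the developing grain. Mean FPKM was 10.4, 10.6, 10.4 and 10.5 in the flag leaf and 12.0, 11.9, 11.4 and 11.9 in the developing grain. The most abundant transcript of every flag leaf pool encoded a Rubisco small subunit (TRITD5Av1G123700), at 6377, 6506, 7256 and 8703 FPKM. In AtCC_G and AtCW_G it was the alpha-amylase/trypsin inhibitor CM16 (TRITD4Bv1G186120), a defence protein of the endosperm, at 4032 and 4115. In AtWW_G it was the LMW-m1 glutenin subunit (TRITD0Uv1G003600), a storage protein, at 4803. In AtWC_G it was TRITD4Av1G220770, a hypothetical protein, at 12679 FPKM. That library also had the lowest share of mapped reads. Transcripts that match proteins of the chloroplast or mitochondrial genome took 3.99% of all FPKM in AtCW_L, against 1.16%, 1.05% and 1.03% in the other flag leaf pools, and 0.826% in AtWC_G, against 0.258%, 0.338% and 0.242%.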

Differentially expressed genes (DEGs) were identified based on their normalised reads count. To study the effects of the progeny stress treatment, paired-comparisons were made between AtCC and AtCW, AtWC and AtWW (Supplementary Table S10). For progeny from the control parents, 463 genes showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1) between the control and water-deficit treatment group in the flag leaf (AtCW_L vs AtCC_L). 

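Several genes of defence were less abundant in the flag leaf under progeny water-deficit stress. Pathogenesis-related protein 1.1 (TRITD5Bv1G112400, 5B 330646842 to 330647336) had 8.76 FPKM in AtCW_L and 124 in AtCC_L (log2 -3.75), a thaumatin-like protein (TRITD7Av1G278660) 1.93 and 39.8 (log2 -4.05), and an endo-beta-1,3-glucanase (TRITD3Bv1G259530) 0.519 and 11.8 (log2 -3.60). Phytoene synthase B1 (TRITD7Bv1G231270, 7B 714361446 to 714362281), of the entry step to carotenoids, had 22.5 in AtCC_L and was listed at 0 in AtCW_L. Lichenase-2 (TRITD1Bv1G140910), which degrades the mixed-linkage glucan of cell walls, was higher at 110 against 3.40 (log2 4.82). 3 genes of ureide permease 1-like proteins, which carry nitrogen-rich ureides, were higher by 3.99 to 4.23. Protochlorophyllide reductase A (TRITD2Av1G287760), of chlorophyll synthesis, had 28.8 and 2.47 (log2 3.30). Of the lists, defence proteins had 35 of 148 members lower and 0 higher, and glutathione S-transferases had a median log2 ratio of -0.21. Phosphate supply had a median of -0.16 and aquaporins -0.27, each below every random list. Heat shock proteins had a median of 0.18 and proline metabolism 0.45, each above every random list. Organelle genome products had a median of 1.68, with 101 of 152 members higher, which followed the large organelle share of AtCW_L. In total 1188 genes met the rule, 523 higher and 665 lower in AtCW_L. With at least 5 FPKM in the higher pool 651 did.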

In the developing grains, 77 genes showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1, AtCW_G vs AtCC_G). 

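The developing grain of progeny from control parents differed least. Prolamin binding factor (TRITD5Av1G116250, 5A 327607641 to 327610179), which activates storage protein genes in the endosperm, had 44.9 FPKM in AtCW_G and 0.636 in AtCC_G (log2 5.32). Xanthoxin dehydrogenase (TRITD5Av1G228510), of abscisic acid synthesis, had 18.2 and 0.0176 (log2 5.17). Both were higher than in AtCC_G in AtWC_G and AtWW_G as well. A chloroplastic threonine synthase 2-like gene (TRITD1Bv1G202840) was lower at 0.0286 against 16.5 (log2 -5.01), and calnexin (TRITD6Bv1G042010), a chaperone of the endoplasmic reticulum, had 62.1 and 201 (log2 -1.69). Seed storage proteins had a median log2 ratio of 0.12 and the jasmonate pathway 0.11, each above every random list. Heat shock proteins had a median of -0.09 with 7 members lower, histones -0.12 and glutathione S-transferases -0.13, each below every random list. By the fold rule 312 genes were counted, 165 higher and 147 lower in AtCW_G. The count was 104 with at least 5 FPKM in the higher pool and 624 with a pseudocount of 0.1.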

For progeny from the stressed parents, 727 genes showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1) between the control and water-deficit treatment group in the flag leaf (AtWW_L vs AtWC_L). 

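Genes that protect drying cells were more abundant under water-deficit stress in the flag leaf of progeny from stressed parents. Dehydrin DHN3 (TRITD6Av1G207530, 6A 577216710 to 577220962) had 79.5 FPKM in AtWW_L and 10.4 in AtWC_L (log2 2.87), and its homoeologue on 6B (TRITD6Bv1G204340) 14.3 and 1.25 (log2 3.08). Delta-1-pyrroline-5-carboxylate synthase (TRITD3Av1G226230), which makes the osmolyte proline, had 53.1 and 6.67 (log2 2.90). A pair of phosphomethylethanolamine N-methyltransferase-like genes (TRITD1Bv1G202230 and TRITD1Av1G206570), of choline and glycine betaine synthesis, had 637 and 344 against 53.9 and 22.1. Beta-amylase 1 (TRITD5Av1G244830), which releases sugar from starch, had 20.3 and 0.677 (log2 4.15). Dehydrins and LEA proteins had a median log2 ratio of 0.40, with 11 of 33 members higher and 0 lower. In ABA signalling 21 members were higher and 3 lower, around a median of -0.01. Light-harvesting proteins (0.58), the circadian clock (0.52) and aquaporins (0.17) lay above every random list. Heat shock proteins (-0.26, 15 lower) and the jasmonate pathway (-0.25, 11 lower) lay below every one, and WRKY factors (-0.16) were lower too. The fold rule counted 1590 genes, 777 higher and 813 lower in AtWW_L, and 940 with at least 5 FPKM in the higher pool. A chloroplastic threonine synthase-like gene (TRITD3Bv1G154130) had 25.9 in AtWC_L and 0.0328 in AtWW_L (log2 -5.63).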

In the developing grains, 204 genes showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1, AtWW_G vs AtWC_G). It appears that in both leaf and developing grain tissues, there were a higher number of DEGs responsive to water-deficit stress in the progeny from the stressed parents (Supplementary Table S5). 

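Some genes of storage and defence proteins of the grain were more abundant under water-deficit stress in progeny from stressed parents. Serpin-Z2A (TRITD5Bv1G209030, 5B 592737139 to 592739245), an inhibitor of proteases, had 105 FPKM in AtWW_G and 31.1 in AtWC_G (log2 1.74). Type V thionin (TRITD1Bv1G213590), an antimicrobial peptide, had 35.9 and 7.85 (log2 2.12), and an alpha-gliadin (TRITD0Uv1G114050) 78.5 and 27.6 (log2 1.49). A chloroplastic elongation factor Tu (TRITD6Bv1G122970) had 0.0631 and 37.3 (log2 -6.07), a bHLH13-like factor (TRITD3Bv1G076400), a repressor of jasmonate responses in Arabidopsis, 0.00357 and 11.0 (log2 -4.51), and a polygalacturonase (TRITD4Av1G258660) 0.858 and 25.6 (log2 -4.26). Seed storage proteins had a median log2 ratio of 0.60 with 11 members higher, and grain inhibitors and puroindolines 0.26 with 11 higher. The pool they were compared with, AtWC_G, had the lowest share of mapped reads (67.4%). Grain inhibitors and puroindolines were also low in AtWC_G against AtCC_G (-0.30), and had 0.04 in AtWW_G against AtCW_G. Seed storage proteins had -0.09 and 0.33 in these comparisons. Beta purothionin (TRITD1Av1G210730) was lowest in AtWC_G, at 2543 FPKM against 3633 (AtCC_G), 3668 (AtCW_G) and 4410 (AtWW_G). Heat shock proteins (-0.37) and wax and cutin synthesis (-0.29) lay below every random list. By that rule 836 genes were counted, 231 higher and 605 lower in AtWW_G. Of the lower genes, 119 were among the 152 organelle genome products (median -2.17), after the large organelle share of AtWC_G. The total was 342 with at least 5 FPKM in the higher pool and 1303 with a pseudocount of 0.1.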

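The responses of genes to progeny stress were compared between the progeny of control and of stressed parents. The log2 ratios of AtCW to AtCC and of AtWW to AtWC correlated across genes with r of 0.06 in the flag leaf and -0.13 in the developing grain. Genes are not independent replicates. Among flag leaf values, 349 genes changed by more than 1 on the log2 scale in both comparisons, 207 in the same direction and 142 in opposite directions. For developing grain these were 76, 25 and 51. By the medians of the lists, heat shock proteins were higher in AtCW_L and lower in AtWW_L, each against its control pool, and aquaporins and the circadian clock turned from lower to higher. Glutathione S-transferases had medians of -0.21 and -0.22. Of 148 defence proteins, 35 were lower and 0 higher in AtCW_L, and 21 lower and 2 higher in AtWW_L, around medians of -0.06 and 0.00. In the additive limma model no gene had an adjusted p under 0.05 for progeny stress. In the flag leaf 2470 genes had an unadjusted p under 0.05 and the smallest adjusted p was 2.57e-01. For developing grain these were 798 genes and 1.21e-01. Because the model takes 1 response for both kinds of parents, it finds only genes that responded alike in both. Adjusted over the list alone, 20 defence proteins and 8 genes of the jasmonate pathway were lower, and 9 light-harvesting proteins were higher, in the flag leaf. The parent by progeny interaction contrast had a median absolute size of 1.04 times that of the progeny contrast in the flag leaf. In the developing grain it was 1.18 times. Spread between single pools alone would also give a ratio near 1. The ratio therefore cannot show whether the responses differed between kinds of parents, or in which progeny they were larger. The paper proposes from the DEG counts that more genes responded to water-deficit stress in the progeny from the stressed parents in both tissues.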

Further KEGG pathway enrichment analysis provided information on the biological functions of these stress-responsive DEGs (Fig. 2). 

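Allene oxide synthase 2-like genes (TRITD4Bv1G143970 and TRITD4Av1G025620), of the first committed step to jasmonate, had 1.88 and 2.06 FPKM in AtCW_L against 19.0 and 13.3 in AtCC_L, and 2.41 and 1.10 in AtWW_L against 9.46 and 6.68 in AtWC_L. A SAUR32-like gene (TRITD1Bv1G118820), which responds to auxin, was lower in AtCW_L (log2 -1.09) and higher in AtWW_L (log2 2.23). Lists with members lower in the flag leaf in progeny of both kinds of parents included the jasmonate pathway (9 members lower in AtCW_L and 11 in AtWW_L), glutathione S-transferases (6 and 7) and defence proteins (35 and 21). Dehydrins and LEA proteins had 0 members higher and 3 lower in AtCW_L, against 11 higher and 0 lower in AtWW_L. ABA signalling had 0 higher and 3 lower in AtCW_L, against 21 and 3 in AtWW_L. Cytosolic ribosomal proteins had a median log2 ratio of 0.29 in AtWW_L, above every random list. Of the 36 lists, 17 lay outside the central 95% of random lists in the flag leaf with control parents and 20 with stressed parents. Both counts were 14 in the developing grain.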

Some pathways were triggered under watered-deficit stress in both progeny from the control and the stressed parents, while some pathways are specific to progeny from the stressed parents. For example, in the flag leaf tissue, KEGG pathways such as starch and sucrose metabolism and MAPK signalling pathway − plant were enriched in progeny from both the control and stressed parents (AtCW_L vs AtCC_L; AtWW_L vs AtWC_L). 

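A 6-fructosyltransferase (TRITD4Av1G261370), which builds the fructans stored in stems and leaves, had 60.8 FPKM in AtCW_L and 179 in AtCC_L (log2 -1.55), but 162 in AtWW_L and 61.1 in AtWC_L (log2 1.40). A fructan 6-exohydrolase-like gene (TRITD2Av1G267500), which breaks fructans down, had 68.3 and 179 in the latter comparison (log2 -1.39). In the list of sucrose and fructan metabolism, 1 member was higher and 7 were lower in AtCW_L than in AtCC_L. In AtWW_L 3 were higher and 2 lower than in AtWC_L, and the median log2 ratio of the 84 members was 0.00 in both comparisons. Starch synthesis had 0 members past the fold rule with control parents (median -0.04) and 1 higher with stressed parents (median 0.16, above every random list). Of 57 MAP kinases, which pass on stress signals, 1 was lower in each comparison, mitogen-activated protein kinase 8 (TRITD3Bv1G140820, 7.12 and 15.8 FPKM) with control parents and mitogen-activated protein kinase kinase 5-like (TRITD6Bv1G202800, 1.25 and 3.73) with stressed parents. Their medians were 0.01, at percentile 41.6 of the random lists, and -0.14, at percentile 2.04. The first of these turned negative under median ratio scaling. The lists are counted from gene descriptions and are not the KEGG sets of Fig. 2, which were not analysed here.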

Pathways like carotenoid biosynthesis and porphyrin and chlorophyll metabolism were only enriched in progeny from the stressed parents (AtWW_L vs AtWC_L).

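In the list of carotenoid and ABA synthesis, the median log2 ratio of AtWW_L to AtWC_L was 0.08, at percentile 97.7, with 3 of 31 members higher and 0 lower. In AtCW_L against AtCC_L it was -0.11, at percentile 0.960, with no member of the list past the fold rule. Phytoene synthase B1 (TRITD7Bv1G231270), at 22.5 FPKM in AtCC_L and listed at 0 in AtCW_L, was outside the list, since it reached 1 FPKM in AtCC_L alone. Beta-carotene hydroxylase B1 (TRITD2Bv1G196580), which makes zeaxanthin, had 11.4 FPKM in AtWW_L and 3.73 in AtWC_L (log2 1.49). Lycopene beta cyclase (TRITD6Av1G072890) had 19.1 and 7.49 (log2 1.30), and a phytoene synthase 2-like gene (TRITD5Av1G193290) 2.66 and 0.976 (log2 1.10). Chlorophyll metabolism, with 58 members, had a median of 0.07 at percentile 99.7 in AtWW_L, with 1 member higher. In AtCW_L its median was -0.03, with 2 members higher and 1 lower. Among these, the chlorophyll gene protochlorophyllide reductase A (TRITD2Av1G287760) was higher in both, at 82.5 FPKM in AtWW_L and 13.3 in AtWC_L.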

**Figure 2:**
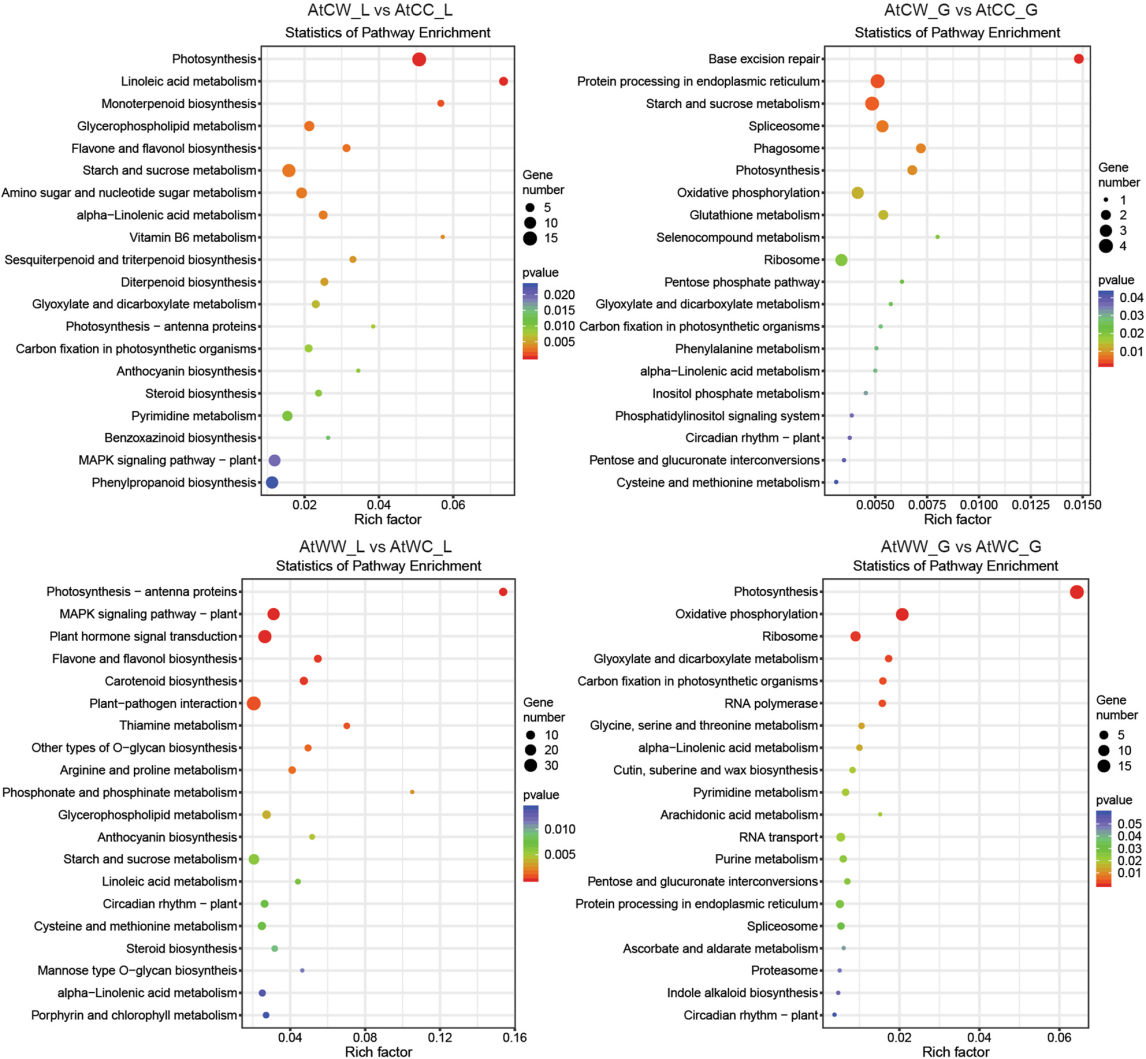
KEGG pathway enrichment analysis of stress-responsive genes in the progeny from the control parents and water-deficit stressed parents. The treatment groups are: AtCC (DBA Artemis control group parents, progeny treated with control), AtCW (DBA Artemis control group parents, progeny treated with water-deficit stress), AtWC (DBA Artemis water-deficit stress group parents, progeny treated with control), AtWW (DBA Artemis water-deficit stress group parents, progeny treated with water-deficit stress). _L represents flag leaf libraries, _G represents developing grain libraries. The rich factor represents the degree of enrichment, calculated based on the proportion of stress-responsive genes within all the genes under a specific KEGG pathway.

To study the transgenerational effects of parental treatment, paired-comparisons were made between AtCC and AtWC, AtCW and AtWW (Supplementary Table S11). 

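Receptors and regulators of defence stood out in the flag leaf after parental stress. Cysteine-rich receptor-like protein kinase 10 (TRITD2Av1G004880, 2A 8471490 to 8479143), of a family of kinases that respond to pathogens and oxidative stress, had 395 FPKM in AtWC_L and 0.154 in AtCC_L (log2 9.24). A second copy (TRITD6Av1G001470) had 94.3 in AtWC_L and was listed at 0 in AtCC_L. An endochitinase (TRITD2Bv1G265080), which degrades the cell walls of fungi, had 13.9 and 0.351 (log2 4.08). Genes of fructan storage and of the clock were lower. Sucrose:fructan 6-fructosyltransferase (TRITD4Av1G261410, 4A 730723774 to 730726913) had 8.85 FPKM in AtWC_L and 330 in AtCC_L (log2 -5.14). A sucrose:sucrose-1-fructosyltransferase (TRITD7Av1G001650) had 2.40 and 49.2 (log2 -4.10). A pair of REVEILLE 7-like factors (TRITD2Av1G258530 and TRITD2Bv1G220960), which link the clock to auxin and cold responses, had 0.0457 and 0.352 against 25.0 and 15.6. WRKY factors had a median log2 ratio of 0.39, with 22 of 78 members higher and 0 lower, and MAP kinases 0.14. Defence proteins had 22 members higher and 2 lower. In sucrose and fructan metabolism 16 members were lower and 4 higher, and histones had 23 lower and 1 higher. The circadian clock (-0.41) and aquaporins (-0.37) lay below every random list. By the fold rule 2464 genes differed, 1375 higher and 1089 lower in AtWC_L, and 1367 with at least 5 FPKM in the higher pool.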

For progeny under the control conditions, 1057 genes showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1) in the flag leaf due to water-deficit stress imposed on the parents (AtWC_L vs AtCC_L). 

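Storage protein genes of the developing grain differed after parental stress in both directions. One alpha-gliadin (TRITD6Bv1G020780, 6B 58542581 to 58547368) had 1764 FPKM in AtWC_G and 124 in AtCC_G (log2 3.83), and another (TRITD6Av1G009340) 46.1 and 202 (log2 -2.12). Avenin-like b1 (TRITD4Av1G254860) had 13.5 and 155 (log2 -3.47). Puroindoline b-2 (TRITD7Bv1G218460), of the family that sets grain texture, had 8.30 and 81.2 (log2 -3.22). Histidine-containing phosphotransfer protein 1-like (TRITD5Bv1G193460), a relay of cytokinin signals, had 60.3 and 0.0348 (log2 6.83), and cytochrome b-c1 complex subunit 8 (TRITD7Bv1G014910) had 127 and was listed at 0 in AtCC_G. Seed storage proteins had 6 members higher and 9 lower. Core cell cycle genes had a median log2 ratio of 0.28, above every random list. Grain inhibitors and puroindolines (-0.30) and photosystem subunits (-0.34) lay below every random list, and wax and cutin synthesis (-0.25) had 10 members lower. AtWC_G had the lowest share of mapped reads (67.4%). In AtWW_G against AtCW_G, grain inhibitors and puroindolines did not show this shift, while photosystem subunits had -0.31. The fold rule counted 1894 genes, 940 higher and 954 lower in AtWC_G, and 782 with at least 5 FPKM in the higher pool. Of the higher genes, 117 were among the 152 organelle genome products (median 2.13).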

In the developing grains, 534 genes showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1, AtWC_G vs AtCC_G). For progeny under water-deficit stress, 881 genes showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1) in the flag leaf due to water-deficit stress imposed on the parents (AtWW_L vs AtCW_L). 

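With progeny under water-deficit stress, defence genes were again more abundant in the flag leaf from stressed parents. A glucan endo-1,3-beta-glucosidase (TRITD3Av1G264270) had 20.8 FPKM in AtWW_L and 0.828 in AtCW_L (log2 4.00). A putative disease resistance protein RGA1 (TRITD5Bv1G001360, 5B 3952661 to 3973123) had 12.7 and was listed at 0 in AtCW_L. F-box protein PP2-B11-like (TRITD7Bv1G222950), of a family that tempers abscisic acid responses in Arabidopsis, had 41.7 and 0.626 (log2 5.23). Powdery mildew resistance-related proteins (TRITD7Bv1G230330 and TRITD7Bv1G230480) were lower, at 8.58 and 12.8 against 110 and 137. A xyloglucan endotransglucosylase/hydrolase (TRITD7Av1G230220), which loosens cell walls, had 9.19 and 75.2 (log2 -2.97). Defence proteins had a median log2 ratio of 0.20, with 39 of 148 members higher and 0 lower. Dehydrins and LEA proteins (0.79, 14 higher and 1 lower) and light-harvesting proteins (0.46, 11 higher) lay above every random list. Heat shock proteins (-0.23) lay below every one, and sucrose and fructan metabolism (-0.16) had 10 members lower and 2 higher. Past the fold rule were 2110 genes, 1234 higher and 876 lower in AtWW_L, and 1083 with at least 5 FPKM in the higher pool. Organelle genome products had 102 of 152 members lower (median -1.57), since AtCW_L was the pool with the large organelle share.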

In the developing grains, 532 genes showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1, AtWW_G vs AtCW_G). 

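Genes of the grain surface were less abundant in the developing grain from stressed parents when the progeny were under water-deficit stress. Fatty acyl-CoA reductase 2 (TRITD1Bv1G205740) had 0.158 FPKM in AtWW_G and 1.87 in AtCW_G (log2 -1.85), Protein WAX2 (TRITD6Av1G218420) 1.65 and 7.06 (log2 -1.82), and a 3-ketoacyl-CoA synthase 20-like gene (TRITD1Bv1G202080) 0.357 and 4.92 (log2 -2.66). These enzymes elongate or convert the fatty acids of waxes. Aspartic proteinase nepenthesin-2 (TRITD7Av1G261600, 7A 685047159 to 685048487) had 40.7 and 0.114 (log2 6.07). A subtilisin-chymotrypsin inhibitor-2A (TRITD1Bv1G006170) had 9.38 in AtCW_G and was listed at 0 in AtWW_G. Wax and cutin synthesis had a median log2 ratio of -0.58 with 22 of 89 members lower and 0 higher, and the jasmonate pathway -0.44 with 8 lower. Both lay below every random list. WRKY factors had 9 lower. Seed storage proteins had a median of 0.33 with 9 higher and 5 lower, and grain inhibitors and puroindolines 0.04 with 8 higher and 10 lower. In ABA signalling 4 were higher and 8 lower, around a median of -0.07 that turned positive under median ratio scaling. The fold rule counted 1654 genes, 570 higher and 1084 lower in AtWW_G, and 673 with at least 5 FPKM in the higher pool.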

Opposite of the pattern observed for miRNAs, there were a lower number of DEGs affected by the transgenerational effects when the progeny were grown under water-deficit stress (Supplementary Table S5).

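By parental treatment, 657 flag leaf genes differed in the additive limma model at an adjusted p under 0.05. Of these, 430 were higher and 227 lower after parental stress. In the developing grain 525 differed, 289 higher and 236 lower. Leaving out 1 pool at a time gave 0 to 391 genes in the flag leaf and 0 to 295 in the developing grain, and limma fitted to the flag leaf alone called 0. The flag leaf calls therefore depend on a residual shared with the developing grain pools. In the developing grain fitted alone, the count stayed within 1.5 times of 525. The cysteine-rich receptor-like protein kinase TRITD2Av1G004880 rose by 8.66 on the log2 scale in the flag leaf (standard error 0.30, limma adjusted p = 0.00279), and UDP-glucose 6-dehydrogenase 4 (TRITD1Av1G111250), of cell wall precursors, by 6.35 in the flag leaf and 4.89 in the developing grain. The kinase was listed at 0 in every developing grain pool. Its standard error and p therefore rest in part on pools where it could not vary. REVEILLE 7-like (TRITD2Bv1G220960) fell by 4.03 (standard error 0.18, limma adjusted p = 0.00298) and sucrose:fructan 6-fructosyltransferase (TRITD4Av1G261410) by 4.26 (adjusted p = 0.0173). Alpha-gliadin TRITD6Bv1G020780 rose in the developing grain by 3.96 (standard error 0.15, limma adjusted p = 0.00444), and puroindoline b-2 (TRITD7Bv1G218460) fell by 3.29 (standard error 0.28, adjusted p = 0.0176). Of the lists, WRKY factors had 5 members higher (13 adjusted over the list alone) and defence proteins 5 (13) in the flag leaf. Sucrose and fructan metabolism had 2 higher and 3 lower (2 and 9 adjusted over the list alone). Wax and cutin synthesis had 6 lower in the developing grain (16 lower and 1 higher adjusted over the list alone), and seed storage proteins 4 higher and 3 lower (9 and 7). Counts adjusted over a list alone take no account of the number of lists. Of the called genes with a position, 46.0% in the flag leaf and 48.1% in the developing grain lay within 1000000 bases of another called gene. The medians of random gene sets were 15.2% and 12.9%, and among as many genes with the smallest p for progeny stress in limma the shares were 28.6% and 14.0%. Across genes, the log2 ratios for parental stress in the 2 progeny treatments correlated with r of 0.44 in the flag leaf and 0.49 in the developing grain. The paper states that, opposite to the miRNAs, fewer DEGs were affected by transgenerational effects when the progeny were grown under water-deficit stress.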

To study DEGs with tissue-specific patterns, paired comparisons were made between flag leaf and developing grain samples (Supplementary Table S12). For progeny from the control parents treated with the control conditions, 9316 genes showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1) between the flag leaf and the developing grain tissue (AtCC_L vs AtCC_G). 

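The flag leaf held more photosynthetic transcripts and the developing grain more transcripts of cell division and storage. In AtCC_L against AtCC_G, photosystem subunits had a median log2 ratio of 2.05, with 29 of 33 members higher, and chlorophyll metabolism 1.75, with 43 higher and 7 lower. Of the histones, made mostly in dividing cells, 0 were higher and 252 of 259 lower, at a median of -5.28. The list of core cell cycle genes had a median of -3.16 and that of seed storage proteins -8.70. Delta-cadinene synthase (TRITD2Av1G038400), a terpene synthase, had 659 FPKM in AtCC_L and 0.534 in AtCC_G. Beta purothionin (TRITD1Av1G210730), an antimicrobial peptide of the endosperm, had 3633 FPKM in AtCC_G. By the fold rule 20993 genes differed, 7334 higher in the flag leaf and 13659 in the developing grain. The median log2 ratio of all genes was -0.54 as listed and -0.15 under median ratio scaling. Under that scaling the counts were 9008 and 10874.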

For progeny from control parents treated with water-deficit stress, 9363 genes showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1, AtCW_L vs AtCW_G). 

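Under progeny water-deficit stress the contrast between the tissues stayed. Carotenoid and ABA synthesis had a median log2 ratio of 2.60 in AtCW_L against AtCW_G, with 25 of 31 members higher. Cytosolic ribosomal proteins had -2.45, with 246 of 264 lower, and starch synthesis, the making of the grain's main reserve, -2.30, with 27 of 45 lower. Organelle genome products had a median of 1.79 here and of -0.16 in AtCC_L against AtCC_G. The second value turned positive under median ratio scaling, and the first followed the large organelle share of AtCW_L. In all 20754 genes passed the fold rule.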

For progeny from the stressed parents treated with the control conditions, 9649 genes showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1) between the flag leaf and the developing grain tissue (AtWC_L vs AtWC_G. 

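Without progeny stress but with stressed parents, Rubisco small subunit genes had a median log2 ratio of 2.63 in AtWC_L against AtWC_G, with all 8 higher. WRKY factors had 1.12, with 41 higher and 10 lower, above the 24 higher and 17 lower of the AtCC comparison. The circadian clock had 0.92, the lowest of the 4 tissue comparisons, with 15 higher and 7 lower. The genes of endosperm transfer cells, which take up nutrients into the grain, had -9.03, with all 6 lower. The median of organelle genome products was -2.09, after the large organelle share of AtWC_G. Of all genes 21736 passed the fold rule, the most of the tissue comparisons.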

For progeny from the stressed parents treated with water-deficit stress, 9494 genes showed significant differential expression (*P* < 0.05 and |log2foldchange|> 1, AtWW_L vs AtWW_G). Similarly, this pattern was observed for miRNAs, where more DEGs showed tissue-specific expression in the progeny from the stressed parents (Supplementary Table S5).

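With both generations stressed, light-harvesting proteins had a median log2 ratio of 2.20 in AtWW_L against AtWW_G, with 35 of 47 members higher, against 1.25 and 27 in the AtCC comparison. Photosystem subunits had 2.88, with 31 of 33 higher. The median of seed storage proteins was -9.60. Wax and cutin synthesis had -0.82, with 31 of 89 lower, against -1.66 and 61 lower in the AtCC comparison. The fold rule counted 21189 genes.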

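With the 4 treatment groups as blocks, limma called 29896 of the 35907 genes between the tissues, 10840 higher in the flag leaf and 19056 in the developing grain. RICE FLOWERING LOCUS T 1-like (TRITD2Av1G037370), of the florigen family, was higher in the flag leaf by 7.46 on the log2 scale, and the cold-responsive COR protein (TRITD5Av1G241660) by 7.53 (limma adjusted p = 5.06e-07). Beta purothionin (TRITD1Av1G210730) had a log2 difference of -12.40 (standard error 0.13, limma adjusted p = 4.70e-08) and CM16 (TRITD4Bv1G186120) -12.28. All 8 Rubisco small subunit genes, 30 of 33 photosystem subunits and 49 of 58 genes of chlorophyll metabolism were called higher in the flag leaf. Called higher in the developing grain were 256 of 259 histones, 252 of 264 cytosolic ribosomal proteins, 75 of 81 core cell cycle genes and 38 of 41 seed storage proteins. With at least 5 FPKM in the higher pool the fold rule counted 14056 (AtCC), 13897 (AtCW), 14610 (AtWC) and 14427 (AtWW) genes.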

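Degradome sequencing reads the 5' ends of cut transcripts, so a site cut by a miRNA gathers reads at 1 position. The authors' tables list for each tissue the miRNA, the transcript, the position, the pairing score (0 for a perfect match, higher with more mismatches) and a value in RPM for each pool. Those values were turned back into reads by dividing by the smallest value in each pool, which gave whole numbers throughout. 1 read was worth 8.64 RPM in AtCC_L and 2.46 in AtWC_L. Reads at the listed positions numbered 113240 in AtCC_L, 250888 in AtCW_L, 399692 in AtWC_L and 279950 in AtWW_L. Those of the developing grain numbered 132803, 418631, 298148 and 217544 in the same order. The AtCC pools held the fewest reads in both tissues, so a site absent from them may have been missed.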

Degradome sequencing generated over 676.58 million raw reads from the eight degradome libraries (Supplementary Table S2). 

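Auxin response factor 8-like (TRITD6Bv1G135540), a known target of miR160, gathered many reads. At position 1568 its transcript had 992 reads in AtCC_L, 1717 in AtCW_L, 1478 in AtWC_L and 2368 in AtWW_L, and 298, 890, 828 and 450 in the developing grain. Squamosa promoter-binding-like protein 3 (TRITD6Av1G033470), a target of miR156 that sets the change to flowering, had 43, 105, 99 and 83 reads in the flag leaf. F-box only protein 6 (TRITD3Av1G247490), a target of miR394, had 37, 67, 136 and 24 at its perfectly matched site. Most sites had far fewer reads. Of the listed sites, 54.9% in the flag leaf and 49.8% in the developing grain had at most 1 read in any pool, and 66.7% and 68.3% had reads in only 1 of the 4 pools.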

For each degradome library, the number of reads aligned to mRNA transcripts ranged from 146,426 to 167,119. Degradome signatures consistent with miRNA-guided cleavage events within the mRNA transcripts were analysed. A total of 218,179 and 222,077 miRNA-guided target sites were identified in the flag leaf and developing grain libraries, respectively (Supplementary Tables S13 & S14). 

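Some sites of conserved miRNAs at low pairing scores fell on the transcripts those miRNAs are known to cut. With a score of at most 4, 80 of 627 flag leaf genes (12.8%) and 75 of 635 developing grain genes (11.8%) belonged to the known target class of their family. The miR156 family had sites in 26 flag leaf genes, and 10 were squamosa promoter-binding-like factors (Fisher's exact adjusted p = 1.02e-16). Scarecrow-like factors were 6 of the 7 genes of miR171 (Fisher's exact adjusted p = 5.75e-15). Auxin response factors were 7 of the 13 genes of miR160 (Fisher's exact adjusted p = 4.15e-12), and NAC factors 10 of the 129 of miR164 (Fisher's exact adjusted p = 1.09e-09). Calcium-binding proteins were 6 of the 21 genes of miR1432. The known class held 8 of the 176 genes of miR166 and 4 of the 66 of miR396. None of the flag leaf genes of miR168, miR319, miR390, miR399, miR528 or miR827 belonged to the known target class at that score. Of 22 families, 16 were enriched in each tissue. With all listed sites, 15 of 23 were enriched in the flag leaf and 13 in the developing grain. The tables held 218072 sites in the flag leaf and 221989 in the developing grain with a readable entry. They covered 954 and 951 miRNAs, and 110558 and 108543 distinct pairs of miRNA and gene. A score of at most 4 was met by 3946 and 3925 sites, or 1.81% and 1.77%, and the median score was 9. The limit at 4 was chosen after the scores had been seen.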

Degradomics data, with pairing information (paired and unpaired sites, miRNA-mRNA complementary sequence) between durum miRNAs and their targets, is listed in Supplementary Tables S13 and S14.

### Integrated omics analysis of miRNA-mRNA regulatory modules

With data from the three sequencing platforms, integrated omic analysis was performed to identify miRNA-mRNA modules with significant antagonistic regulatory patterns, based on the gene silencing effects of miRNAs (Supplementary Table S15). First, subject to the progeny stress treatment factor, paired-comparisons were made between AtCC and AtCW, AtWC and AtWW to identify miRNA-mRNA pairs with significant antagonistic regulatory patterns (i.e. significant down-regulated miRNA expression, matching significant up-regulated mRNA target expression; or significant up-regulated miRNA expression matching significant down-regulated mRNA target expression) (Supplementary Table S15). For the progeny from control parents, 100 miRNA-mRNA pairs showed antagonistic regulatory patterns in the flag leaf tissue (AtCW_L vs AtCC_L); in the developing grains, 359 miRNA-mRNA pairs were found (AtCW_G vs AtCC_G). 

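Some of the pairs with control parents, chosen as examples, joined genes of hormone and flowering control to miRNAs. DWARF 53-like (TRITD4Bv1G059160), a repressor of strigolactone signals, had 5.41 FPKM in AtCW_L and 11.6 in AtCC_L, while a miR399 variant was listed only in AtCW_L. Zinc finger protein CONSTANS-LIKE 15 (TRITD7Av1G105850), of a family of flowering regulators, had 3.78 and 1.53, and csi-miR399f-3p 5.16 and 27.9 normalised reads. A polygalacturonase of the developing grain (TRITD4Av1G258660), which loosens cell walls, had 3.60 FPKM in AtCW_G and 0.990 in AtCC_G, where osa-miR396e-5p_L-1 had 2957 and 23374. A pair was counted when the miRNA passed the DEM rule, the gene passed the fold rule in the opposite direction, and the degradome listed a site for them in that tissue. This gave 519 pairs in the flag leaf (86 miRNAs, 316 genes) and 104 in the developing grain (53 miRNAs, 77 genes). Of the flag leaf pairs 396 had the target lower. Defence proteins were the target in 40, all lower, and sucrose and fructan metabolism in 13, 11 of them lower. When the gene ratios were shuffled among the genes with a listed site, the flag leaf gave 330 to 424 antagonistic pairs and the developing grain 95 to 145 in the central 95% of draws. The shuffle did not keep the number of sites of the genes past the fold rule. It also drew no range for pairs moving in the same direction. A count above the range therefore does not show silencing by miRNAs. Pairs moving in the same direction numbered 383 and 139. With the pairing score held to at most 4, a limit chosen after the data had been seen, 6 and 1 pairs were left.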

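In the flag leaf of progeny from stressed parents, some pairs, chosen as examples, held genes of protein folding and sugar signals. The 70 kDa peptidyl-prolyl isomerase (TRITD2Bv1G137350), a co-chaperone, had 33.7 FPKM in AtWW_L and 138 in AtWC_L, where bdi-miR159a-3p had 248 and 118 normalised reads. Trehalose-phosphate phosphatase (TRITD6Av1G158120), of the trehalose signal of sugar supply, had 15.6 and 2.60, and osa-miR444b.1 523 and 1048. Adenosylhomocysteinase (TRITD2Bv1G232570), which sustains methylation, had 402 and 102, and osa-miR827_R-1 55.4 and 164. Among grain pairs, zinc finger protein CO3-like (TRITD5Av1G123970) had 5.32 in AtWW_G and 2.09 in AtWC_G, where a miR166 variant was listed at 0 in AtWW_G and at 128 in AtWC_G. There were 759 antagonistic pairs in the flag leaf (123 miRNAs, 487 genes) and 156 in the developing grain (56 miRNAs, 95 genes). Defence proteins were the target in 24, with 23 lower, heat shock proteins in 19, all lower, and ABA signalling in 17, with 15 higher. The central 95% of shuffled draws held 533 to 645 pairs in the flag leaf and 135 to 196 in the developing grain. Pairs moving in the same direction numbered 805 and 338, more than the antagonistic pairs in both tissues. The flag leaf count above the range was therefore not particular to antagonism.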

For the progeny from the stressed parents, 400 miRNA-mRNA pairs showed antagonistic regulatory patterns (AtWW_L vs AtWC_L); in the developing grains, 344 miRNA-mRNA pairs were found (AtWW_G vs AtWC_G). Notably, in the flag leaf, the progeny from the stressed parents had a lot more (four times) stress-responsive miRNA-mRNA regulatory pairs than the progeny from the control parents (Supplementary Table S15). 

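The flag leaf had 759 antagonistic pairs with stressed parents and 519 with control parents. With no fold limit the flag leaf had 1173 and 821 pairs. With at least 10 reads in the higher pool it had 479 and 199, and with a pairing score of at most 4 it had 6 and 6. The last of these limits removed the difference. The targets differed as well as their number. Heat shock proteins were the target in 8 pairs with control parents, 5 of them higher, and in 19 with stressed parents, all lower. ABA signalling went from 2 pairs, both lower, to 17. The jasmonate pathway stayed lower, in 7 and 6 pairs. From the numbers of pairs, the paper states that the flag leaf of progeny from the stressed parents had 4 times as many stress-responsive miRNA-mRNA pairs.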

Figure 3 shows the top KEGG pathways enriched among down-regulated and up-regulated miRNA-target pairs in the progeny treated with water-deficit stress. 

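Antenna proteins gather light for the photosystems. Chlorophyll a-b binding protein 25 (TRITD5Bv1G223760) had 20.1 FPKM in AtCW_L and 7.47 in AtCC_L (log2 1.37), and an LHCII type 1-like gene (TRITD7Av1G116860) 51.6 and 24.3 (log2 1.07). The median of the light-harvesting proteins was 0.10 in the flag leaf, with 3 of 47 past the fold rule. The list was the target in 2 antagonistic pairs there and in 7 in the developing grain, 6 of these with the target lower. Chaperones refold proteins in the endoplasmic reticulum and cytosol. Small heat shock protein Hsp23.5 (TRITD6Bv1G185560) had 2.96 FPKM in AtCW_G and 9.79 in AtCC_G (log2 -1.57), and heat shock protein 83 (TRITD0Uv1G009860) 5.12 and 13.2 (log2 -1.28). All 4 antagonistic pairs of heat shock proteins in the developing grain had the target lower. The KEGG enrichment was not analysed here.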

In the progeny from the control parents, the top four KEGG pathways where genes were up-regulated in the flag leaf tissue were aminoacyl-tRNA biosynthesis, photosynthesis—antenna proteins, endocytosis, and glyoxylate and dicarboxylate metabolism; while in the developing grain the top enriched KEGG pathway for up-regulated genes was protein processing in endoplasmic reticulum (Fig. 3). In the progeny from the stressed parents where genes were up-regulated in the flag leaf, the top three KEGG pathways were glyoxylate and dicarboxylate metabolism, carbon fixation in photosynthetic organisms and plant-pathogen interaction; while in the developing grain the top enriched KEGG pathway for up-regulated genes was RNA transport (Fig. 3).

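Some carbon fixation genes had higher values under progeny stress with stressed parents, short of the fold rule. A chloroplastic fructose-bisphosphate aldolase (TRITD5Av1G069850), of the Calvin cycle, had 757 FPKM in AtWW_L and 409 in AtWC_L (log2 0.89), and fructose-1,6-bisphosphate aldolase 8 (TRITD5Bv1G066260) 648 and 384 (log2 0.75). The list of carbon fixation enzymes of Fig. 6 had a median of 0.14, above every random list, but no member passed the fold rule and none was the target of an antagonistic pair. With control parents the median was -0.07. Genes of pathogen response went the other way. A glucan endo-1,3-beta-glucosidase 13-like gene (TRITD1Bv1G220480) had 0.519 and 4.36 (log2 -2.25), and RGA1d (TRITD1Bv1G006220), a resistance protein, 1.90 and 5.81, where ata-miR9863a-3p_L-1_1ss9TC had 418 and 136 normalised reads. RNA transport was not analysed here.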

**Figure 3:**
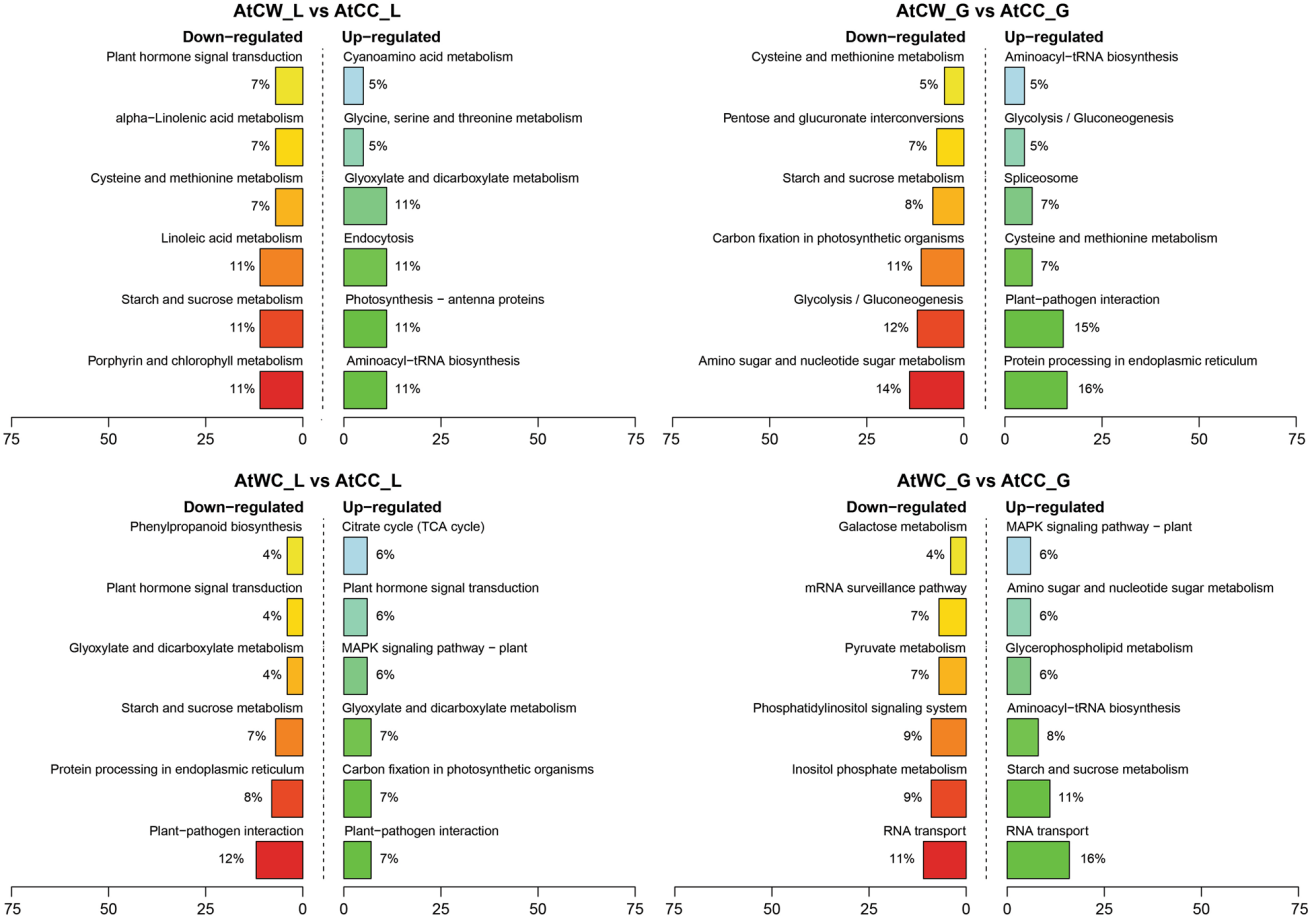
KEGG pathway classification of stress-responsive miRNA-miRNA regulatory modules. Down-regulated, mRNA targets were less abundant in the water-deficit stress treated progeny. Up-regulated, mRNA targets were more abundant in the water-deficit stress treated progeny. The treatment groups are: AtCC (DBA Artemis control group parents, progeny treated with control), AtCW (DBA Artemis control group parents, progeny treated with water-deficit stress), AtWC (DBA Artemis water-deficit stress group parents, progeny treated with control), AtWW (DBA Artemis water-deficit stress group parents, progeny treated with water-deficit stress). _L represents flag leaf libraries, _G represents developing grain libraries.

To identify miRNA-mRNA pairs responsive to the transgenerational effects of parental treatment, comparisons were made between AtCC and AtWC, AtCW and AtWW (Supplementary Table S15). For the progeny under the control conditions, 424 miRNA-mRNA pairs showed antagonistic regulatory patterns in the flag leaf in response to stress imposed on the parents (AtWC_L vs AtCC_L); in the developing grains, 495 miRNA-mRNA pairs were found (AtWC_G vs AtCC_G). 

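With parental stress and no progeny stress, a variant of miR160 and a known target of the family differed in opposite directions. The variant osa-miR160f-5p_L-2R+2 had 54.6 normalised reads in AtWC_L and 7.41 in AtCC_L, and auxin response factor 8-like (TRITD6Bv1G135540) had 0.555 and 2.67 FPKM. ttu-miR160 had 166 and 169 normalised reads, and the cut site of miR160 on this transcript had 3633 RPM in AtWC_L (1478 reads) and 8575 RPM in AtCC_L (992 reads). NADH dehydrogenase flavoprotein 1 (TRITD2Av1G106920), of mitochondrial respiration, had 53.2 and 25.4, and ata-miR167b-3p 2303 and 5297. Among grain pairs, a Rubisco small subunit gene (TRITD2Bv1G019880) had 24.6 in AtWC_G and 49.7 in AtCC_G, and gma-miR6300_L-1R+1_2 159 and 45.4. There were 1185 antagonistic pairs in the flag leaf (160 miRNAs, 686 genes) and 488 in the developing grain (114 miRNAs, 321 genes). In the flag leaf 907 had the target higher. Heat shock proteins were the target in 36 and WRKY factors in 24, all higher. Grain pairs had heat shock proteins as the target in 15, with 10 lower, and histones in 10, with 7 higher. Shuffled draws held 898 to 1043 pairs in the flag leaf and 459 to 556 in the developing grain. Here too a count above the range does not show silencing by miRNAs. Pairs moving in the same direction numbered 1032 and 486. With a pairing score of at most 4, the flag leaf kept 10 pairs and the developing grain 6.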

For the progeny under water-deficit stress, 365 miRNA-mRNA pairs showed antagonistic regulatory patterns in the flag leaf in response to stress imposed on the parents (AtWW_L vs AtCW_L); in the developing grains, 770 miRNA-mRNA pairs were found (AtWW_G vs AtCW_G).

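Under progeny stress, genes of the abscisic acid and dehydration response were targets that were higher in the flag leaf after parental stress. The SAPK3 kinase (TRITD1Av1G139010), of the abscisic acid and osmotic stress pathway, had 4.56 FPKM in AtWW_L and 0.132 in AtCW_L, and bdi-miR394 680 and 1392 normalised reads. Dehydrin DHN3 (TRITD6Av1G207530), which protects cells as they dry, had 79.5 and 8.96. Among grain pairs, phytoene synthase 7A (TRITD0Uv1G062430), the entry to carotenoids, had 15.6 in AtWW_G and 1.57 in AtCW_G, and zma-miR319b-5p 67.1 and 156. There were 1242 antagonistic pairs in the flag leaf (158 miRNAs, 644 genes) and 629 in the developing grain (157 miRNAs, 390 genes), with 1079 of the flag leaf targets higher. Defence proteins were the target in 54 pairs, all higher, and dehydrins and LEA proteins in 34, with 33 higher. Grain pairs had seed storage proteins as the target in 17, with 16 higher, and grain inhibitors and puroindolines in 14, with 12 higher. Shuffled draws held 996 to 1160 pairs in the flag leaf and 636 to 772 in the developing grain, with the same limit. Pairs moving in the same direction numbered 816 and 937. With a pairing score of at most 4, 23 and 2 pairs were left.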

### qPCR analysis of stress-responsive miRNAs and target genes

qPCR analysis was performed on eight stress-responsive miRNAs (Fig. 4 for DBA Artemis, Supplementary Fig. S2 for DBA Aurora) and 12 stress-responsive targets (Fig. 5 for DBA Artemis, Supplementary Fig. S3 for DBA Aurora). Significant differential expression across treatment groups were observed for certain miRNAs and target mRNAs, with specific patterns subject to the progeny or parental treatment factor. In DBA Artemis, for example, in the flag leaf, some miRNAs (such as ata-miR167b-3p, bdi-miR394 and osa-miR398a_L + 1R-1) were significantly reduced under water-deficit stress in the progeny from the control parents, at the same time showing no statistical difference when compared with the progeny from the stressed parents (Fig. 4). Interestingly, in the developing grains, the expression of ata-miR167b-3p and osa-miR398a_L + 1R-1 was only significantly increased under water-deficit stress in the progeny from the stressed parents, while their expression in the control progeny from the stressed parents showed no significant difference to the progeny from the control parents (Fig. 4). Different patterns could also be observed for mRNA target genes in DBA Artemis (Fig. 5). Several genes showed the opposite responsive pattern to water-deficit stress in progeny with different parental sources. For example, in the developing grains, the expression of a cytidylate kinase (target of ata-miR167b-3p) and a member of the iron-sulfur cluster biosynthesis protein family (target of tae-miR408_L-1) were significantly increased under water-deficit stress in the progeny from the control parents, but significantly reduced under stress in the progeny from the stressed parents (Fig. 5). In the flag leaf, many genes had the highest expression in the stress-treated progeny from the stress parents, with no statistical difference found across the other three treatment groups. These genes included the cytidylate kinase, a F-box protein (target of ata-miR528-5p), a poly [ADP-ribose] polymerase SRO1 (target of ata-miR528-5p) and a histone H4 gene (target of tae-miR398_L + 1R-1). Similarly, in DBA Aurora, different expression patterns can also be observed for miRNAs and their targets, depending on the progeny or parental treatment factor. For example, ttu-miR160 was significantly up-regulated under water-deficit stress in the progeny from the control parents, but was significantly down-regulated under stress in the progeny from the stressed parents (Supplementary Fig. S2). One target of tae-miR408_L-1, an enoyl-CoA hydralase gene, had significantly higher expression in the progeny from the control parents than the ones from the stressed parents (Supplementary Fig. S3).

**Figure 4:**
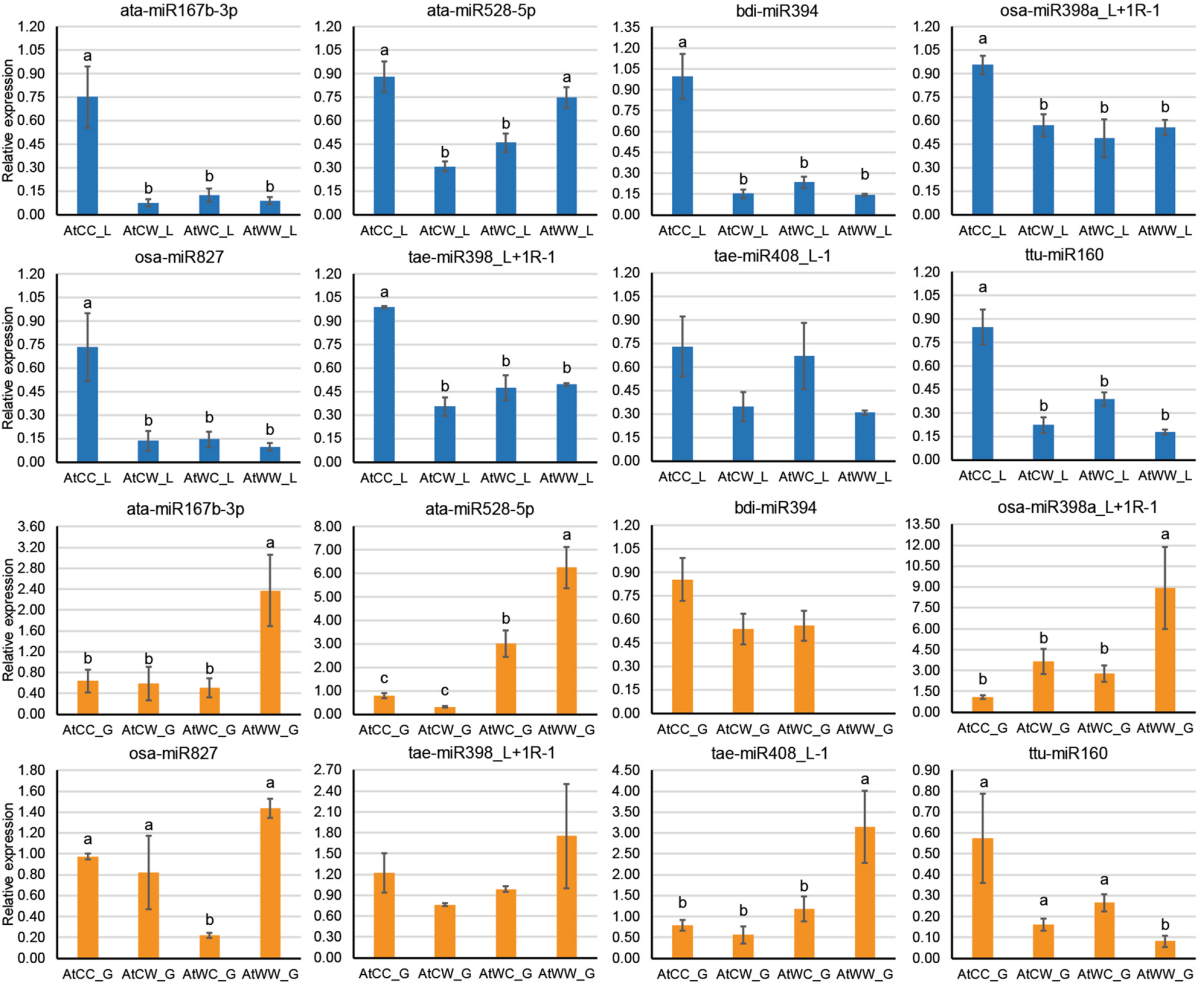
qPCR analysis of eight stress-responsive miRNAs in the flag leaf tissue (denoted with _L, highlighted in blue) and in the developing grains (denoted with _G, highlighted in orange) of DBA Artemis. Relative miRNA expression was calculated using GAPDH as the housekeeping gene. Data are presented as the mean ± standard error (SE) (n = 3). One-way ANOVA was used to determine statistical significance across treatment groups at *P* < 0.05 with the l.s.d. value (least significant difference). Different letters (**a**–**c**) denote the statistical difference across the treatment groups. The treatment groups are: AtCC (DBA Artemis control group parents, progeny treated with control), AtCW (DBA Artemis control group parents, progeny treated with water-deficit stress), AtWC (DBA Artemis water-deficit stress group parents, progeny treated with control), AtWW (DBA Artemis water-deficit stress group parents, progeny treated with water-deficit stress).

**Figure 5:**
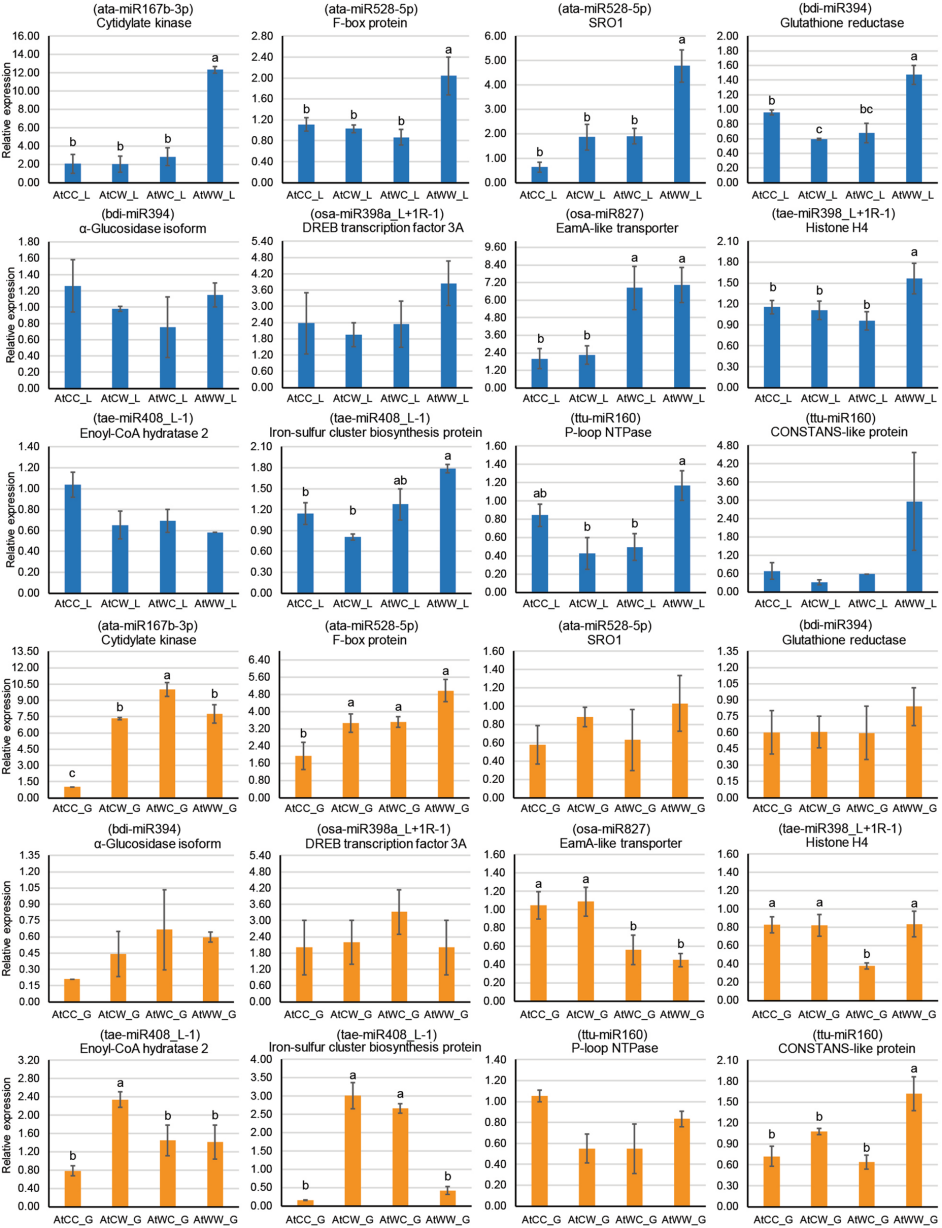
qPCR analysis of 12 stress-responsive target genes in the flag leaf tissue (denoted with _L, highlighted in blue) and in the developing grains (denoted with _G, highlighted in orange) of DBA Artemis. The miRNA targeting the gene is shown in brackets. Relative gene expression was calculated using GAPDH as the housekeeping gene. Data are represented as the mean ± standard error (SE) (n = 3). One-way ANOVA was used to determine statistical significance across treatment groups at *P* < 0.05 with the l.s.d. value (least significant difference). Different letters (**a**–**c**) denote the statistical difference across the treatment groups. The treatment groups are: AtCC (DBA Artemis control group parents, progeny treated with control), AtCW (DBA Artemis control group parents, progeny treated with water-deficit stress), AtWC (DBA Artemis water-deficit stress group parents, progeny treated with control), AtWW (DBA Artemis water-deficit stress group parents, progeny treated with water-deficit stress). SRO1, poly [ADP-ribose] polymerase SRO1 gene.

## Discussion

Water-deficit stress induces a wide range of changes in the biological processes of crop plants, including molecular modifications, morphological changes, physiological adaptation and adjustments to reproductive processes^3,5,34–36^. Exposure of abiotic stress (short or prolonged) is known to have transgenerational effects in the subsequent generation(s). The underlying mechanisms relies on stress memory, which can be defined as the genetic, epigenetic, structural and/or biochemical modifications that can affect how a plant responds to a subsequent stress episode^37,38^. Most often, the stress memory, or imprint is beneficial to the plant, which makes it more tolerant (or more sensitive in certain cases) to future stress events in the same or subsequent generation(s)^7–9,39^. In this context, stress acclimation training presents new opportunities for agricultural researchers and breeding programs to develop novel climate-smart crop varieties. To achieve this, we must first fully understand the consequences of transgenerational stress in the targeted crop germplasm.

In the present study, reproductive-stage water-deficit stress imposed on the parents of Australian durum wheat varieties showed significant impacts at the physiological level. In crops, photosynthesis plays a central role in energy metabolism, being a key physiological trait for assessing plant fitness under adverse conditions^40,41^. In general, water-deficit stress inhibits the photosynthesis process in the leaves, mainly due to oxidative damage in the photosynthesis apparatus, which can be reflected by significantly reduced chlorophyll content^40,41^. Here, during early to mid-stages of grain fill (10–30 DPA), under water-deficit stress, DBA Artemis progeny plants from the stressed parents had significantly higher chlorophyll content than those progeny originating from the control parents (Fig. 0.1). Moreover, in DBA Artemis, although progeny from both the control and stressed parents showed significantly reduced stomatal conductance under water-deficit stress, the rate of reduction compared with its control was less evident in the progeny from the stressed parents (Fig. 0.1). The results suggest that transgenerational stress had potentially beneficial impacts on the photosynthetic and the transpiration processes in the next generation. Leaf stomatal conductance controls the gas exchange and water vapour diffusion between plants and the atmosphere^42^. Under water-deficit stress, stomatal conductance plays a key role in coordinating the CO_2_ availability and cellular water relations^43,44^. Plants can benefit from stomatal closure under water-deficit stress to maintain a higher cellular water potential, but high rate of stomatal closure can significantly inhibit the CO_2_ assimilation process^3,43,44^. Therefore, less reduced stomatal closure in the progeny plants from the stressed parents can be considered as an adaptive change to allow for greater stomatal opening, which would contribute to higher cellular water turgidity and less oxidative damage to the photosynthetic apparatus, as reflected by the higher chlorophyll content. Efficient photosynthesis under water-deficit stress will have positive impacts towards successful reproductive development, which ultimately affects crop yield and grain quality^3,4^.

The positive impacts of transgenerational stress was significant on selected yield components as well as grain quality characteristics in the current study. In DBA Artemis, the harvest index significantly increased in the progeny from the stress parents compared with progeny from the control parents. Notably, when exposed to stress, progeny from the stressed parents produced the highest 1000-grain weight and grain protein content. The grains of progeny from the stressed parents also had higher flour yellowness (b*), which is a preferential grain quality trait that gives the grain its amber colour. Similarly, in bread wheat, drought stress applied at reproductive stages in the previous generation had positive impacts on the yield components and grain quality traits in the successive generation when exposed to salt stress^45^. The progeny of stressed parents performed better with respect to productive tiller number, grains per spike, grain yield and harvest index when compared to progeny of well-watered parents^45^. The transgenerational effects of water-deficit stress can be partially explained by changes in seed provisioning and nutrient composition of wheat grains. In the bread wheat study, seeds from the stressed crops had a higher percentage of protein and total soluble phenolics than the well-watered seed source^45^. Similarly, our previous research^4^ has also shown that the grain protein content of DBA Artemis was significantly increased by water-deficit stress, while the total phenolic content remains unaffected (DBA Artemis was denoted as breeding line L2 in the previous study, with the variety commercially released post-publication). Changes in the concentration of grain nutrients were mainly affected by limited water availability during reproductive development. The accumulation of stress proteins in developing wheat grains can significantly increase under water-deficit stress, which would also affect the protein–protein interaction network^46,47^. The stress-responsive miRNA-guided regulation of storage protein biosynthesis could play a key role here^29,48^. The accumulation of stress proteins, storage metabolites and compounds with antioxidant properties (such as phenolics) in maternal plants may potentially facilitate more growth-effective metabolic processes and a swift response in progeny plants upon recurring stress conditions^8,45^. The decrease of specific miRNAs under water-deficit stress can lead to higher expression of protein synthesis-related genes and increased accumulation of protein bodies in wheat grains^8,45^. Future research could further explore the association between changes in individual grain nutrients and progeny stress performance. It is also worth noting that the impacts of transgenerational stress varied depending on the genotype, and therefore might not be generalised within a crop species. In the current study, the beneficial effects of the parental stress treatment was predominantly observed in DBA Artemis, which has lower tolerance to water-deficit stress than DBA Aurora. Similarly in rice, varieties with contrasting drought resistance levels showed genotypic differences in response to successive generations of drought stress training^10^. At the molecular level, the stress-sensitive variety had a higher rate of stable transmission of DNA methylation variations across generations when compared with the stress-tolerant variety^10^. Therefore, cross-generational stress improvement could potentially be more effective in germplasm that are less tolerant to abiotic stress, but have other superior agronomic traits for breeding purposes. However, further experimental evidence using different stress-tolerant varieties should be sought. Future research could therefore include a diverse germplasm panel with different sensitivity levels to stress, and investigate both the physiological and molecular level. It is also worth noting that differences in the grain traits from the control and stressed parents could have contributed to the varied crop performance in the next generation. Our previous report had characterised the grain weight per plant, 1000-grain weight, total protein content, total starch content and phenolics content of the grains harvested from control and stressed parents^4^. Interestingly, the water-deficit stressed DBA Aurora parents produced bigger grains than the control parents (significantly higher 1000-grain weight) while no significant difference was observed in DBA Artemis. Grains from the stressed parents of both varieties had significantly higher grain protein content compared with the control. For total starch content and total phenolic content, both traits remained unaffected for DBA Artemis but decreased significantly in the stressed DBA Aurora parents. Research has shown that a difference in parent seed size and seed reserves (such as storage proteins and carbohydrates), can significantly affect the growth rate of the progeny particularly during seedling stages, thereby potentially influencing final crop performance^49–51^. Future research should further explore the associations between different parental seed traits (morphological or quality aspects) and progeny growth traits (yield, morphological or physiological) in durum wheat germplasm.

Cross-generation stress improvement relies on changes in the genetic and/or epigenetic regulation at the molecular level. Here, we investigated the effects of transgenerational water-deficit stress on the miRNA-guided gene regulation using three next-generation sequencing omics platforms. Overall, in the flag leaf, there were a higher number of stress-responsive DEMs and DEGs in the progeny from the stressed parents compared with the progeny from the control parents (Supplementary Table S5), suggesting that the miRNA and mRNA populations were more responsive under the effects of transgenerational stress. Specifically, miRNA-mRNA modules that have exhibited significant differential regulatory patterns between progeny with different sources have been noted. 

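Put side by side, the flag leaf had 344 DEMs with stressed parents and 242 with control parents, and 1590 and 1188 genes past the fold rule. With at least 10 reads in the higher pool there were 223 and 120 DEMs, and with at least 5 FPKM 940 and 651 genes. The genes that differed included heat shock protein 90 (TRITD7Bv1G071080), a chaperone of signalling proteins, at 126 FPKM in AtWW_L and 418 in AtWC_L (log2 -1.73), and protein phosphatase 2C 30 (TRITD4Bv1G128750), which holds back abscisic acid signals, at 9.06 and 0.572 (log2 3.16). A count from 1 pool per condition has no error term, so the difference between the counts could not be tested.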

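Hormone pathways held targets of both directions. Protein phosphatase 2C 30 genes, which keep abscisic acid kinases inactive, were higher in AtWW_L than in AtWC_L. TRITD4Av1G042650 had 18.6 FPKM against 3.48 (log2 2.26). A TIFY 10c-like gene (TRITD5Bv1G128310), a repressor of jasmonate signals, had 1.14 against 6.95 (log2 -2.18). IAA6 (TRITD3Av1G183030), a repressor of auxin responses, was lower by 1.56 on the log2 scale. With stressed parents the auxin pathway was the target in 3 antagonistic pairs in the flag leaf, all higher, and the jasmonate pathway in 6, all lower. With control parents the auxin pathway was the target in 3, all lower.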

Figure 6 shows the significant miRNA-mRNA modules with antagonistic regulatory patterns (from Supplementary Table S15) that are involved in key biological pathways (e.g. ko04075—plant hormone signal transduction, and ko00710—carbon fixation in photosynthetic organisms). The functional targets in the plant hormone signal transduction pathway include genes like auxin response factor, protein phosphatase 2C, TIFY-domain proteins, and jasmonic acid-amido synthetase (Fig. 6). 

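Auxin response factors were cut by 2 miRNA families. Auxin response factor 17 (TRITD7Bv1G194180) had 184 reads in AtCC_L, 160 in AtCW_L, 263 in AtWC_L and 180 in AtWW_L at position 2447, the site of vvi-miR167c_R+1. These reads are not scaled for depth, and 1 read was worth 8.64 RPM in AtCC_L against 2.46 in AtWC_L. Of the 18 flag leaf genes of miR167 with a pairing score of at most 4, 5 were auxin response factors (Fisher's exact adjusted p = 3.62e-07). Protein phosphatase 2C 50 (TRITD3Av1G166900), a brake on abscisic acid signals, had 9.06 FPKM in AtWW_L and 1.17 in AtWC_L (log2 2.52). For parental stress with stressed progeny, ABA signalling was the target in 15 antagonistic pairs, all higher in the flag leaf.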

The functional targets in the carbon fixation in photosynthetic organisms pathway include genes like malate dehydrogenase, fructose-bisphosphate aldolase and ribulose bisphosphate carboxylase (Fig. 6). 

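Enzymes of carbon fixation were seldom in an antagonistic pair, which here needed a gene past the fold rule. The paper states no fold limit for its pairs, so its modules are not tested by this. Across the 8 treatment comparisons the list was the target in 2 pairs in AtWC_L against AtCC_L, both lower, 1 in AtWW_L against AtCW_L and 2 in AtWW_G against AtCW_G, these higher. None was found for progeny stress. Chloroplastic malate dehydrogenase (TRITD1Bv1G191700), which exports reducing power, had 27.5 FPKM in AtCW_L and 17.3 in AtCC_L (log2 0.65), and 17.5 in AtWW_L and 10.1 in AtWC_L (log2 0.76). A Rubisco small subunit gene (TRITD2Bv1G019890), of the enzyme that fixes carbon dioxide, had 341 in AtWW_L and 213 in AtWC_L (log2 0.68). All were short of the fold limit of 1.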

Under water-deficit stress, up-regulation of functional targets induced by lower miRNA expression could contribute to the accumulation of protective proteins and metabolites, increasing the chances of plant fitness and survival. For example, in the flag leaf tissue of DBA Artemis, a target of bdi-miR394, a glutathione reductase gene was significantly up-regulated in the stress-treated progeny from the stressed parents, and showed the highest expression level across all treatment groups (Fig. 5). Glutathione reductase plays a key role in the ascorbate–glutathione (Asc-Glu) cycle, which promotes the scavenging of reactive oxygen species (ROS). In cowpea and common bean plants^52,53^, increased glutathione reductase gene expression and protein activity has significantly contributed to the capacity of stressed plants to maintain cellular homeostasis through an enhanced antioxidant capacity. Moreover, the Asc-Glu cycle in the chloroplast can provide antioxidant protection to the photosynthetic pigments through effective detoxification of the excess ROS, which can contribute to a higher photosynthesis efficiency in the plant^40,54,55^. In bread wheat, increased expression of genes in the Asc-Glu cycle had contributed to stable photosynthetic capacity under drought stress, as shown by a high photosynthetic rate and chlorophyll content^40^. High stomatal conductance was also maintained to achieve better balance of water loss and CO_2_ assimilation^40^. Similarly in the current study, the stress-primed progeny showed higher chlorophyll content and stomatal conductance in accordance with higher expression of the glutathione reductase gene. Here, the positive transgenerational effects via miRNA regulation in durum provides a new option to enhance crop performance. In the flag leaf tissue of DBA Artemis, the expression of bdi-miR394 was significantly lower in both the control and stressed progeny from the stressed parents compared with the control progeny from the control parents, which showed no statistical difference to the stressed progeny from the control parents (Fig. 4). In this case, the results suggest that in DBA Artemis, the less stress-tolerant variety, the miR394-glutathione reductase module was primed under the transgenerational effects, and the lowered miR394 abundance allowed for rapid accumulation of glutathione reductase upon stress occurrence. This could serve the stress adaptation process via maintaining the cellular redox balance and allowing for enhanced photosynthetic performance. However, given that the glutathione reductase gene did not show any significant change in the flag leaf of DBA Aurora (Supplementary Fig. S3), this mechanism appears not to be active in DBA Aurora. For bdi-miR394, it showed higher expression in the stressed progeny from the control parents and control progeny from the stressed parents, while stressed progeny from the stress parents showed no significant difference to the control progeny from the control parents (Supplementary Fig. S2). In DBA Artemis, the ata-miR167b-3p and cytidylate kinase pair which also showed transgenerational stress-induced expression may also contribute to the photosynthetic process via the role of cytidylate kinase in energy management in the chloroplast^56^. Further studies could investigate the expression patterns of these modules across different vegetative and reproductive stages under the effects of transgenerational stress, with links to the physiological performance, to determine whether they can be used as early indicators of a broader adaptive response.

**Figure 6:**
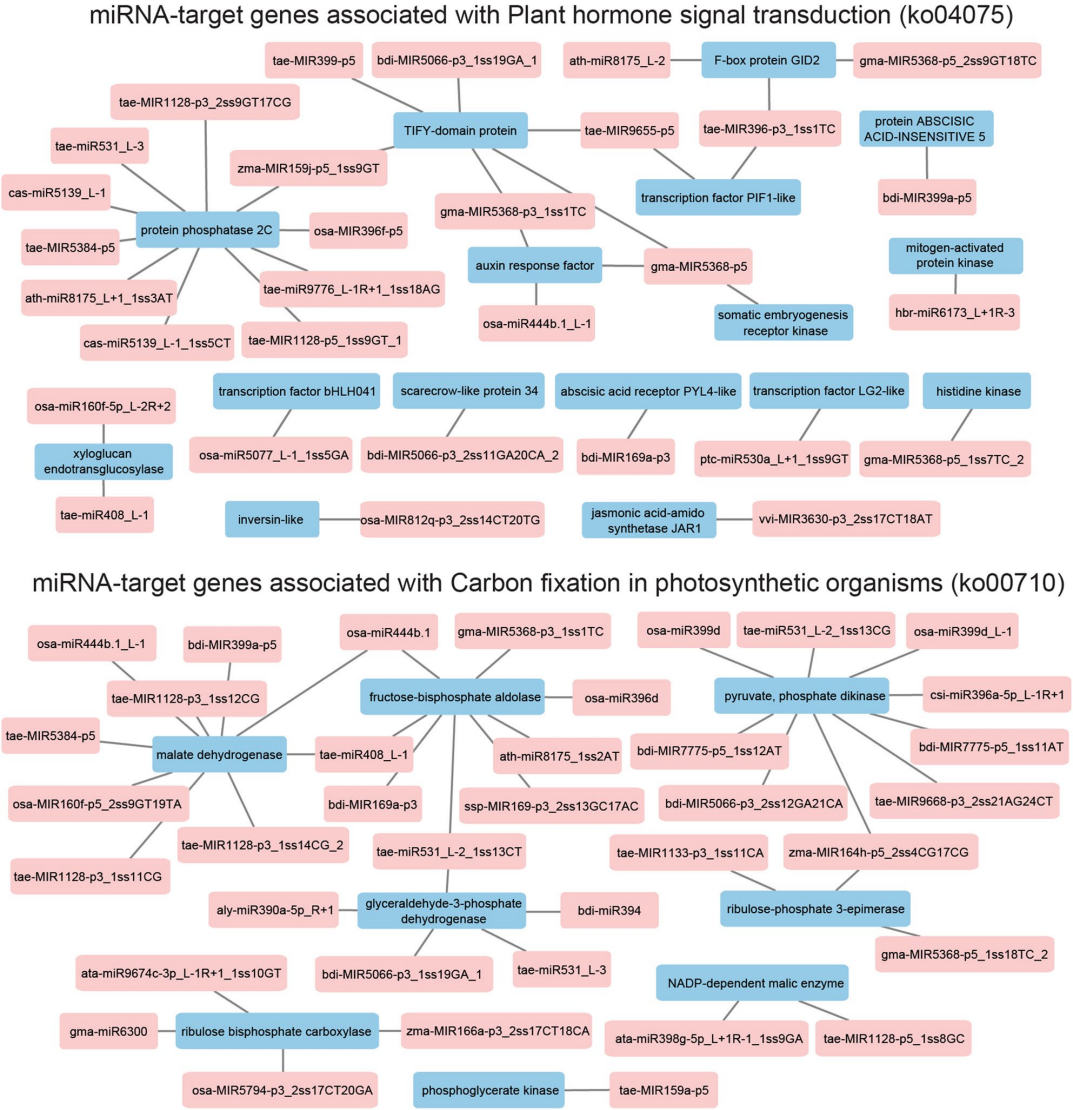
Significant miRNA-modules with antagonistic regulatory patterns, during transgenerational water stress, that are involved in KEGG (https://www.kegg.jp/kegg/kegg1.html) pathways ko04075—Plant hormone signal transduction and ko00710—Carbon fixation in photosynthetic organisms, respectively. miRNAs are shown in pink, mRNA targets are shown in blue. F-box protein GID2, an F-box subunit of the SCF E3 complex. TIFY-domain protein, protein with conserved amino acid pattern (TIF[F/Y]XG).

Another example of the transgenerational effects on miRNA regulation is the pair of osa-miR827 and the EamA-like transporter family. Similar to bdi-miR394, in DBA Artemis, the expression of osa-miR827 in the flag leaf was significantly lower in the progeny from the stressed parents, compared with the control progeny from the control parents (Fig. 4). Its target gene, the EamA-like transporter family member, correspondingly showed significantly higher expression in the progeny from the stressed parents (Fig. 5). However, neither osa-miR827 or the target gene exhibited any significant expression change in the flag leaf of DBA Aurora (Supplementary Figs. S2,S3). The MtN21/EamA-like transporters were first considered as nodulin proteins, but with emerging new functions in amino acid and auxin transport in non-nodulating species^57^. Studies in Arabidopsis demonstrate that members in this family are novel vacuolar facilitators of auxin transport that are required for cellular auxin homoeostasis^58,59^. So far, the MtN21/EamA-like transporters have not been functionally characterised in durum wheat. However, interestingly, the EamA-like transporter gene has been reported in several major QTL studies in cereal crops. In bread wheat, it is located underlying major QTLs for kernel weight^60^ as well as spike number per unit area^61^. The possible contribution of the EamA-like transporters towards abiotic stress tolerance has also been noted. In Egyptian spring barley^62^, a molecular marker associated with increased proline content, increased chlorophyll content, and decreased reduction in grain yield under heat stress encodes an EamA-like transporter family protein with potential positive functions towards thermo-tolerance. In chickpea, several single nucleotide polymorphisms were found in the MtN21/EamA-like transporter genes, which showed significant association with better crop yield performance under drought conditions^63^. In durum wheat, the transgenerational effects on the osa-miR827 and EamA-like transporter module could have similar positive impacts towards maintaining chlorophyll content and yield stability, as observed in DBA Artemis under water-deficit stress but not in DBA Aurora where the transgenerational effects were less pronounced. Future research could aim to determine and validate the exact function(s) of osa-miR827 and the EamA-like transporter in both stress-tolerant and -sensitive durum varieties, thereby exploring any possible relationship between auxin transport and transgenerational memory.

In conclusion, our research confirms that the reproductive-stage water-deficit stress does have transgenerational effects in durum wheat, affecting the physiological parameters, yield performance and grain quality traits in the successive generation. Epigenetic mechanisms such as miRNA-guided gene regulation provide biological links between plant phenotypes and their adaptation to environmental stress exposure. Here, inter- and trans-generational stress had a significant influence on the expression profiles of miRNAs and their protein-coding genes, of which the functions are directly linked to biological pathways in plant development and fitness. The results suggest that durum miRNA-regulated pathways could play important roles adaptation to water-deficit stress across generations, helping plants achieve a balance between stress survival and reproductive success. The key miRNA-mRNA modules identified in the study provide new entry points for epi-breeding, which could subsequently lead to the development of superior, climate-smart durum varieties.

## Supplementary information

Supplementary Legends.

Supplementary Figure 1.

Supplementary Figure 2.

Supplementary Figure 3.

Supplementary Information.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Supplementary Table 4.

Supplementary Table 5.

Supplementary Table 6.

Supplementary Table 7.

Supplementary Table 8.

Supplementary Table 9.

Supplementary Table 10.

Supplementary Table 11.

Supplementary Table 12.

Supplementary Table 13.

Supplementary Table 14.

Supplementary Table 15.

# Supplementary material for: Small RNAs and their targets are associated with the transgenerational effects of water-deficit stress in durum wheat
**Source:** Sci Rep. 2021 Feb 11;11:3613. doi: 10.1038/s41598-021-83074-7
**Supplement:** Supplementary file 1 — Supplementary Legends.

**Supplementary Data**

Methods S1. Supplementary methods.

Table S1. Summary of the treatment groups and abbreviations used in the study.

Table S2. Sequencing information of the small RNA, transcriptome and degradome libraries used in this study.

Table S3. Primer sequences used in the current study.

Table S4. Summary of MIR-miRNA entries identified in this study.

Table S5. A summary of the number of DEMs (differentially expressed miRNAs) and DEGs (differentially expressed genes) subject to different factors.

Table S6. Differentially expressed miRNAs between treatment groups originating from the same parent group.

Table S7. Differentially expressed miRNAs between treatment groups with a different parent treatment factor.

Table S8. Differentially expressed miRNAs between flag leaf and developing grain tissues.

Table S9. List of genes and transcripts identified in the eight transcriptome libraries.

Table S10. Differentially expressed genes between treatment groups originating from the same parent group.

Table S11. Differentially expressed genes between treatment groups with a different parent treatment factor.

Table S12. Differentially expressed genes between flag leaf and developing grain tissues.

Table S13. Target transcripts identified via degradome sequencing in the flag leaf of DBA Artemis.

Table S14. Target transcripts identified via degradome sequencing in the developing grains of DBA Artemis.

Table S15. miRNA-mRNA pairs with significant antagonistic regulatory patterns.

Figure S1. Venn diagram showing the distribution of microRNAs across different biological groups (a) and the conservation profile of the identified durum wheat miRNAs (b). The treatment groups are: AtCC (DBA Artemis control group parents, progeny treated with control), AtCW (DBA Artemis control group parents, progeny treated with water-deficit stress), AtWC (DBA Artemis water-deficit stress group parents, progeny treated with control), AtWW (DBA Artemis water-deficit stress group parents, progeny treated with water-deficit stress). _L, denotes libraries made from the flag leaf tissue. _G, denotes libraries made from the developing grains. For reference species names: tae, *Triticum aestivum*. gma, *Glycine max*. osa, *Oryza sativa*. bdi, *Brachypodium distachyon*. ata, *Aegilops tauschii*. zma, *Zea mays*. mdm, *Malus domestica.* sbi, *Sorghum bicolor*. lus, *Linum usitatissimum*. ptc, *Populus trichocarpa*. mes, *Manihot esculenta*. vvi, *Vitis vinifera*. ath, *Arabidopsis thaliana*. cme, *Cucumis melo*. aly, *Arabidopsis lyrata*. ppe, *Prunus persica*. hvu, *Hordeum vulgare*. csi, *Citrus sinensis*. mtr, *Medicago truncatula*. cas, *Camelina sativa*. nta, *Nicotiana tabacum*. bna, *Brassica napus*. rco, *Ricinus communis*. cpa, *Carica papaya*. sly, *Solanum lycopersicum*. stu, *Solanum tuberosum*. ghr, *Gossypium hirsutum*. bra, *Brassica rapa*. sof, *Saccharum officinarum*. ssp, *Saccharum ssp.* gra, *Gossypium raimondii*. hbr, *Hevea brasiliensis*. lja, *Lotus japonicas*. far, *Festuca arundinacea*. aqc, *Aquilegia caerulea*. cca, *Cynara cardunculus*. rgl, *Rehmannia glutinosa*. ttu, *Triticum turgidum*.

Figure S2. qPCR analysis of eight stress-responsive miRNAs in the flag leaf tissue (denoted with _L, highlighted in blue) and in the developing grains (denoted with _G, highlighted in orange) of DBA Aurora. Relative miRNA expression was calculated using GAPDH as the housekeeping gene. Data are presented as the mean ± standard error (SE) (n = 3). One-way ANOVA was used to determine statistical significance across treatment groups at *P* < 0.05 with the l.s.d. value (least significant difference). Different letters (a – c) denote the statistical difference across the treatment groups. The treatment groups are: AuCC (DBA Aurora control group parents, progeny treated with control), AuCW (DBA Aurora control group parents, progeny treated with water-deficit stress), AuWC (DBA Aurora water-deficit stress group parents, progeny treated with control), AuWW (DBA Aurora water-deficit stress group parents, progeny treated with water-deficit stress).

Figure S3. qPCR analysis of 12 stress-responsive target genes in the flag leaf tissue (denoted with _L, highlighted in blue) and in the developing grains (denoted with _G, highlighted in orange) of DBA Aurora. The miRNA targeting the gene is shown in brackets. Relative gene expression was calculated using GAPDH as the housekeeping gene. Data are represented as the mean ± standard error (SE) (n = 3). One-way ANOVA was used to determine statistical significance across treatment groups at *P* < 0.05 with the l.s.d. value (least significant difference). Different letters (a – c) denote the statistical difference across the treatment groups. The treatment groups are: AuCC (DBA Aurora control group parents, progeny treated with control), AuCW (DBA Aurora control group parents, progeny treated with water-deficit stress), AuWC (DBA Aurora water-deficit stress group parents, progeny treated with control), AuWW (DBA Aurora water-deficit stress group parents, progeny treated with water-deficit stress). SRO1, poly [ADP-ribose] polymerase SRO1 gene.

# Supplementary material for: Small RNAs and their targets are associated with the transgenerational effects of water-deficit stress in durum wheat
**Source:** Sci Rep. 2021 Feb 11;11:3613. doi: 10.1038/s41598-021-83074-7
**Supplement:** Supplementary file 5 — Supplementary Information.

**Small RNAs and their targets are associated with the transgenerational effects of water-deficit stress in durum wheat**

Haipei Liu^1*^, Amanda J. Able^1^, Jason A. Able^1^

**Methods S1.** Supplementary information on the experimental procedures.

**Small RNA sequencing analysis**

Small RNA sequencing analysis was performed using the ACGT101-miR program (LC Sciences, USA) as previously described ^1-3^. Raw reads were first processed by removing low-quality reads and adapter sequences to obtain clean sequences. Reads with a nucleotide (nt) length <18 nt or >25 nt were removed. Non-coding (nc) RNA families (rRNA, tRNA, snRNA and snoRNA), repeats and mRNA sequences were discarded using RFam, Repbase and durum wheat NCBI mRNA entries as references. Unique sRNA sequences were then obtained for each library. Conserved mature miRNAs and 5p- or 3p-derived miRNA variants were identified using BLAST search against the plant miRBase (Release 22.1). MIR (microRNA gene locus) and miRNA sequences from common plant species in the miRBase were used as references. Sequences mapped to the mature miRNA in the hairpin were identified as conserved mature miRNAs. Sequences mapped to the opposite arm of mature miRNA in the hairpin were identified as 5p- or 3p-derived variants. Single mismatch within the sequence and length variation at both 5p and 3p were allowed in the alignment. All the mapped miRNAs were aligned to the durum wheat genome (NCBI UID 3439611, assembly Svevo.v1) to determine their genomic location. The remaining unmatched sRNA sequences were used to identify novel durum miRNAs. Sequences were BLASTed to the durum wheat genome. To identify miRNA precursors, secondary hairpin structures containing matched sequences were predicted using RNAfold (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi) from 120nt of flanking genome sequences as previously described ^1^. All miRNAs were categorised into five groups (G1-5), where group 1 to group 4 represent conserved miRNAs, while group 5 represents novel miRNAs ^1^. The definitions of each group are as follows: G1, reads can be mapped to miRNAs in the miRBase, and the pre-miRNA can be mapped to the durum wheat genome; G2, reads can be mapped to miRNAs in the miRBase, but the pre-miRNA cannot be mapped to the durum wheat genome. However the reads can be mapped to the genome, and the extended genome sequences from the mapped location can form secondary hairpins; G3, reads can be mapped to miRNAs in the miRBase, but the pre-miRNA cannot be mapped to the durum wheat genome. However the reads can be mapped to the genome, and the extended genome sequences from the mapped location cannot form secondary hairpins; G4, reads can be mapped to miRNAs in the miRBase, either the pre-miRNA or reads can be mapped to the durum wheat genome; G5, reads cannot be mapped to the miRBase, but can be mapped to the durum wheat genome. Secondary hairpins can be formed from extended genome locations.

**Transcriptome sequencing analysis**

For transcriptome-seq analysis, low quality reads (those containing primer or adaptor sequence, and those with a sequencing quality score < 20) were removed prior to sequence assembly. Clean reads were aligned to the durum reference genome using the HISAT package (V2.0). Aligned reads were assembled and the transcript abundance were obtained using StringTie (V1.3.0) for each transcriptome library. Normalised relative abundance for each gene was expressed in FPKM (Fragments Per Kilobase Million) for each library.

**Degradome sequencing analysis**

Around 20µg of total RNA per sample was used for degradome-seq library construction ^3,4^. First, mRNA was enriched using oligo-d(T) magnetic beads. The enriched mRNA was mixed with biotinylated random primers and were ligated to 5' adaptors. First-strand cDNA was reverse-transcribed from ligated mRNA products and then amplified with PCR. The synthesised cDNA libraries were sequenced on an Illumina Hiseq2500 (LC-BIO, Hangzhou, China). Raw sequencing reads were processed using the ACGT101-DEG program (V4.1, LC Sciences, USA) to remove low-quality reads, reads with adaptor and primer contamination, and reads that can be annotated as non-coding RNA families. The remaining clean reads were used to identify the degraded fragments of mRNAs that are targets of known and novel durum miRNAs with the CleaveLand package V4.0 (Addo-Quaye et al., 2009a,b) and the ACGT101-DEG program (LC Sciences, TX, USA). The mRNA cleavage sites at the 10th position of miRNA alignment with *P* value < 0.05 were considered as significant.

**Supplemental References**

1 Liu, H., Able, A. J. & Able, J. A. Transgenerational effects of water-deficit and heat stress on germination and seedling vigour - new insights from durum wheat microRNAs. *Plants* **9**, 189 (2020).

2 Liu, H., Able, A. J. & Able, J. A. Multi-omics analysis of small RNA, transcriptome, and degradome in *T. turgidum* - regulatory networks of grain development and abiotic stress response. *Int. J. Mol.* **21**, 7772 (2020).

3 Liu, H., Able, A. J. & Able, J. A. Integrated analysis of small RNA, transcriptome and degradome sequencing reveals the water-deficit and heat stress response network in durum wheat. *Int. J. Mol.* **21**; 10.3390/ijms21176017 (2020).

4 Zhong, M. *et al.* The effect of cadmium on the microRNAome, degradome and transcriptome of rice seedlings. *Plant Growth Regul.* **90**, 15-27 (2020).

How the deposited data were processed for this re-analysis (not part of the article)

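The flag leaf and the developing grain of durum wheat were collected at 5 days post-anthesis from the progeny of control or water-deficit stressed parents, themselves grown under control or water-deficit conditions. The 4 treatment groups and 2 tissues gave 8 pools. Each pool was sequenced once in each of 3 assays (small RNA, mRNA and degradome), so 24 libraries were used and no group had replicates. The paper's methods give 6 plants per pool. Soil water was held at 6% under stress.

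For small RNA the deposited signal is a normalised reads count, which the authors made with ACGT101-miR from NEBNext small RNA libraries mapped to miRBase and the durum genome. Within a library each value is a number of reads times 1 factor. For mRNA the deposited values are FPKM per gene, which the authors made with HISAT2 2.0 and StringTie 1.3.0. How transcripts were combined into a gene is not stated. For the degradome the authors cleaned the reads with ACGT101-DEG and called target sites with CleaveLand and ACGT101-DEG, and the deposited library values behave as RPM, reads at a listed site per 1000000 reads at all listed sites of the library. The deposited pairing score, a penalty that the authors computed for each site, is lower for a better match of miRNA and transcript.

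Reads were recovered by dividing the small RNA values by the factor of each library, and degradome values by the value of 1 read. The value of 1 read ranged from 2.46 to 8.64 RPM in the flag leaf. The median listed site had 1 or 2 reads, so the degradome resolves single sites poorly.

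DEMs were called by Fisher's exact test with a log2 limit of 1 and a p threshold of 0.05. Genes were counted by the fold alone with a pseudocount of 0.5, a log2 limit of 1 and at least 1 FPKM in the higher pool. An additive model (parental and progeny stress within each tissue, 6 coefficients, 2 residual degrees of freedom) was fitted with limma 3.58.1 with a mean-variance trend and Benjamini-Hochberg adjustment. A second limma model compared the tissues with the 4 treatment groups as blocks, and the 35 splits of the 8 pools into 4 and 4 were counted. The edgeR 4.0.16 quasi-likelihood test was run on the recovered miRNA reads. The difference of the response between tissues was tested as a contrast in the additive model. Random lists (10000 for each list, matched in 20 bins of mean expression) placed the median of 36 lists of genes. The lists are patterns on the authors' gene descriptions, so some members are matched by wording alone. Some entries of the study's Tables S3, S9, S10, S11, S12 and S15 had been seen when the lists were written. Known targets of 23 conserved miRNA families were compared with all other genes by Fisher's exact test.

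Antagonistic pairs needed a DEM, a gene past the fold rule in the opposite direction and a listed site in that tissue. The gene ratios were shuffled among the genes with a listed site to give a random range. The shuffle did not keep the number of sites of the genes past the fold rule, and pairs moving in the same direction were given no range.

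Python 3.11, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and R 4.3.3 were used. The DEM rule, the fold rule, the list percentile, the target class test and the additive and tissue limma models were tested on simulated data. The other steps were not. Changed miRNAs were simulated among the more abundant ones, with counting noise alone and no spread between pools, so real DEMs with few reads are not covered. With a simulated log2 change of 2, the DEM rule called 59 of 59 changed miRNAs in AtCW_L against AtCC_L and 78 of 752 unchanged miRNAs. The fold rule called 451 of 35707 unchanged genes. The additive limma model called 29 of 65 changed genes and 2 of 35707 unchanged genes for parental stress in the flag leaf.

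Genes named in the text are those with the largest log2 ratios in each treatment comparison among genes with at least 10 FPKM in the higher pool and an informative description, 10 each way, with the miRNAs by the same rule at 100 normalised reads, 5 each way. To these were added the items that the paper names. Members of the lists, genes called by limma, degradome sites and pairs given as examples were chosen after their values were seen. Values in the study's tables had been seen.

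Alternatives tried were a chi-square test, Benjamini-Hochberg adjustment, TMM scaling and a minimum of 10 reads for DEMs, and other pseudocounts, minimum values, median ratio scaling and removal of organelle genome products for genes. Limits on pairing score, numbers of libraries and numbers of reads, and further settings for DEMs, were chosen after the data had been seen. Degradome category and p, planned as alternatives, were not run, because the listed sites give neither. KEGG enrichment and the RT-qPCR values were not analysed here. The study's Tables S9 and S12 to S15, and part of S8 and S11, were used only in part, and no overlap was tested on them.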

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

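The tests of organelle transcripts against progeny stress and photosynthetic expression, the splits of the pools and the neighbour test of genes called for parental stress were chosen after the results were seen.

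Response to parental stress differed between the flag leaf and the developing grain for some genes and miRNAs in limma. By the difference tested in the additive limma model, 100 genes had an adjusted p under 0.05, 62 higher in the flag leaf and 38 in the developing grain, with 4022 genes at an unadjusted p under 0.05 and a smallest adjusted p of 1.27e-02. Cysteine-rich receptor-like protein kinase 10 (TRITD2Av1G004880) had a difference of 8.66 on the log2 scale (limma adjusted p = 0.0153) and was listed at 0 in the 4 grain pools. F-box protein PP2-B11-like (TRITD7Bv1G222950) had 5.15. Acid phosphatase 1 (TRITD4Av1G247800) was higher after parental stress in the flag leaf (1.18) and lower in the developing grain (-3.04). Nepenthesin-2 (TRITD7Av1G261600) had -6.02 and was listed at 0 in the 4 leaf pools. A gene listed at 0 throughout a tissue can show no response there and adds a residual of 0. For such genes the difference may only restate where the gene is expressed. Acid phosphatase 1 was expressed in both tissues.

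By the same test 52 miRNAs differed, 26 in each direction, with 197 at an unadjusted p under 0.05 and a smallest limma adjusted p of 3.54e-02. PC-5p-4561_571 had 196 and 245 normalised reads in AtWC_L and AtWW_L and was listed at 0 in every other pool. PC-5p-180380_32 had 57.5 in AtCC_G and 52.3 in AtCW_G and was listed at 0 in the rest. The same limit holds for these miRNAs, which were listed at 0 throughout a tissue. The edgeR quasi-likelihood test called no miRNA for parental stress in either tissue. Progeny stress gave 0 genes and 0 miRNAs in limma for the same difference, with 1522 and 51 at an unadjusted p under 0.05.

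A signal outside the genes the paper discusses was a set of 46 genes on in every pool from one kind of parent and off in every pool from the other. On and off were set by a ratio of 4 between the pools, so off does not mean absent. A 6-phosphogluconate dehydrogenase gene (TRITD0Uv1G033110) counted as off in AtCW_G at 4.82 FPKM. Of these, 45 were on in progeny of stressed parents. If the spread between single pools made them, other pairings of the treatment groups would give similar counts, and the largest of those was 0. Of the genes with a position, 6.82% had another such gene within 1000000 bases. Random gene sets had a median of 0, a central range of 0 to 4.55% and a highest value of 13.6%. The share thus lay above the central range but below the highest random value. Seed lots that differ in genotype and an effect of parental stress therefore cannot be told apart on this set. Genes called for parental stress in the additive limma model lay near one another more often, at 46.0% in the flag leaf against 28.6% among genes with the smallest p for progeny stress, and the lower of the 2 ratios between these shares was 1.61. Differences in genotype between the seed lots may therefore account for part of the calls, and a transgenerational effect of water-deficit stress stays open, as untested.

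Transcripts of the organelle genomes were high in AtCW_L and AtWC_G. A response to progeny stress would raise them in AtWW_L against AtWC_L too, where the median log2 ratio was 0.16. Higher photosynthetic gene expression would raise nuclear photosystem subunits, whose higher median was 0.18. Chloroplast and mitochondrial products were both high in both pools, and the lower mitochondrial median was 1.47, so RNA without a poly(A) tail carried over in those 2 pools may be the source. A biological difference in organelle content was not tested.

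More DEMs were counted in the developing grain than in the flag leaf under progeny stress, and grain libraries had the higher value of 1 read. Thinning the flag leaf libraries to that value gave a mean of 205.9 DEMs, against a mean of 436.5 in the developing grain, which argues against lower read depth as the whole cause of the difference in means. With control parents the thinned flag leaf gave 176, against 516 in the developing grain. With stressed parents it gave 235.8 against 357, but there the counts without thinning were 344 and 357, and with at least 10 reads in the higher pool they were 223 in the flag leaf and 177 in the developing grain. The pattern therefore rests on the progeny of control parents. Part of it may still come from depth, since the rule called 17.0% of simulated unchanged miRNAs in the developing grain and 10.4% in the flag leaf with control parents. A difference of the tissues in their response to stress stays open, as untested.

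Leaf and grain differed in 29673 genes by limma without blocks, and of the 35 splits of the pools only 1 gave as many, the highest of the others being 82. For miRNAs these were 768, 1 and 2. Every other split mixes leaf and grain pools, so the tissue difference enters its residual and leaves few calls. The splits alone therefore cannot exclude chance.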

How the results depend on the processing

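The limits on pairing score, numbers of libraries and reads of a site, listed zeros, rounded counts, reads of the miRNA in a pair, and the 2 further scalings of the miRNA libraries were chosen after the data had been seen. By replicate number, no paired analysis was possible because each group was 1 pool in each tissue. The additive model sets parental stress within each progeny treatment and progeny stress within each kind of parent, and between tissues the 4 treatment groups served as pairs. The lone pool left in a group by leaving 1 out is assumed to vary like the others. In the additive model, leaving 1 out also fits its tissue exactly, so the residual then comes from the other tissue alone. Counts from those fits therefore do not show dependence on a particular pool. Alternatives on degradome category and p were not run, because the sites list neither. Depth limits the DEMs, of which 56.3% to 84.6% were listed at 0 in a pool. The cause of a changed count was not tested except where the setting itself leaves fewer items.

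DEM counts stayed within 1.5 times under the chi-square test, Benjamini-Hochberg adjustment, TMM scaling and 2 further scalings in all 12 comparisons. With at least 10 reads in the higher pool, which leaves fewer miRNAs, counts were lower in 5: 120 (AtCW_L/AtCC_L), 223 (AtWW_L/AtWC_L), 177 (AtWW_G/AtWC_G), 220 (AtWC_L/AtCC_L), 283 (AtWC_G/AtCC_G). With listed zeros set to 4 reads they were 103 (AtCW_L/AtCC_L), 277 (AtCW_G/AtCC_G), 201 (AtWW_L/AtWC_L), 148 (AtWW_G/AtWC_G), 203 (AtWC_L/AtCC_L), 236 (AtWC_G/AtCC_G), 290 (AtWW_L/AtCW_L), 342 (AtWW_G/AtCW_G), 558 (AtCC_L/AtCC_G), 566 (AtCW_L/AtCW_G), 607 (AtWC_L/AtWC_G), 519 (AtWW_L/AtWW_G). The chi-square test on rounded normalised reads counts gave 119 in AtCW_L/AtCC_L.

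Gene counts stayed within 1.5 times with median ratio scaling, no filter on low values and without organelle genome products in all 12 comparisons. With at least 5 FPKM in the higher pool, which leaves fewer genes, they were 651 (AtCW_L/AtCC_L), 104 (AtCW_G/AtCC_G), 940 (AtWW_L/AtWC_L), 342 (AtWW_G/AtWC_G), 1367 (AtWC_L/AtCC_L), 782 (AtWC_G/AtCC_G), 1083 (AtWW_L/AtCW_L), 673 (AtWW_G/AtCW_G). With a pseudocount of 0.1 they were 624 (AtCW_G/AtCC_G), 1303 (AtWW_G/AtWC_G).

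Progeny stress gave 0 genes in limma under every setting run, while miRNA calls for it went from 0 to at most 41 in the flag leaf and 336 in the developing grain when 1 pool was left out. Parental stress kept calls under median ratio scaling and other pseudocounts. With a mean of at least 5 FPKM it had 202 genes (flag leaf) and 135 (developing grain), and 16864 genes differed between tissues. With a mean of at least 50 normalised reads it had 5 and 2 miRNAs, and 262 differed between tissues. With each tissue fitted alone it had 0 genes in the flag leaf (3255 at an unadjusted p under 0.05) and 0 miRNAs in each tissue (115 and 137). The gene count of the developing grain fitted alone stayed within 1.5 times of 525, the count of the additive model. The edgeR quasi-likelihood test gave 0 and 0 miRNAs (45 and 119 unadjusted) and 319 between tissues. Leaving out 1 pool gave 0 to 391 genes in the flag leaf, 0 without each grain pool, and 0 to 295 in the developing grain, 0 without AtCC_G or AtCW_G, 28 without AtWC_G and 38 without AtWW_G. For miRNAs the ranges were 0 to 72, with 0 without each grain pool, and 0 to 404, with 0 without each leaf pool. The leave-one-out range for progeny stress was 0 to 41 miRNAs in the flag leaf and 0 to 336 in the developing grain.

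Antagonistic pairs with no fold limit on the miRNA numbered 821 (AtCW_L/AtCC_L), 1173 (AtWW_L/AtWC_L), 1892 (AtWC_L/AtCC_L), 1894 (AtWW_L/AtCW_L). With an absolute log2 ratio of the target over 1.3 they numbered 305 (AtCW_L/AtCC_L), 45 (AtCW_G/AtCC_G), 366 (AtWW_L/AtWC_L), 90 (AtWW_G/AtWC_G), 672 (AtWC_L/AtCC_L), 281 (AtWC_G/AtCC_G), 364 (AtWW_G/AtCW_G). With at least 10 reads of the miRNA they numbered 199 (AtCW_L/AtCC_L), 66 (AtCW_G/AtCC_G), 479 (AtWW_L/AtWC_L), 54 (AtWW_G/AtWC_G), 669 (AtWC_L/AtCC_L), 313 (AtWC_G/AtCC_G), 646 (AtWW_L/AtCW_L), 380 (AtWW_G/AtCW_G). A target of at least 5 FPKM left 58 in AtCW_G/AtCC_G. A pairing score of at most 4 left 6 (AtCW_L/AtCC_L), 1 (AtCW_G/AtCC_G), 6 (AtWW_L/AtWC_L), 0 (AtWW_G/AtWC_G), 10 (AtWC_L/AtCC_L), 6 (AtWC_G/AtCC_G), 23 (AtWW_L/AtCW_L), 2 (AtWW_G/AtCW_G).

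Degradome sites numbered, in the flag leaf and the developing grain, 3946 and 3925 at a score of at most 4, 56147 and 56745 at 7, 72529 and 70351 with reads in at least 2 libraries, 8062 and 9450 with at least 10 reads, and 110558 and 108543 as distinct pairs. The ratio of the interaction to the progeny contrast was, for genes, 1.04 and 1.18 with a pseudocount of 0.1, 1.03 and 1.24 with a mean of at least 5 FPKM, and 1.01 and 1.20 with median ratio scaling. For miRNAs it was 0.95 and 0.93 with a pseudocount of 0.5, 0.92 and 0.81 with a mean of at least 50 normalised reads, and 0.95 and 0.95 with median ratio scaling. The correlation of progeny stress responses across parents was 0.0532 and -0.18 for genes at a mean of at least 5 FPKM and 0.0400 and -0.10 without organelle genome products. For miRNAs at a mean of at least 50 normalised reads it was 0.0389 in the flag leaf, reversed from -0.02, and -0.0940 in the developing grain. The cause was not tested.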

Differences from the paper's values

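The chi-square test on rounded counts, listed zeros set to 4 reads and the limit on pairing score were chosen after the values had been seen.

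DEM counts used the paper's limits but another test, since the paper used a chi-square test. In AtCW_L against AtCC_L the paper's count was 86 and 242 were called here. Of the alternatives set before the data were examined, at least 10 reads in the higher pool gave a count within 1.5 times of the paper's (120), while the chi-square test (283), Benjamini-Hochberg adjustment (169) and TMM scaling (243) did not. The chi-square test on rounded normalised reads counts, chosen after the values had been seen, gave 119 and dropped 0 of the paper's 85 DEMs in the data. Listed zeros set to 4 reads, also chosen later, gave 103 and dropped 25. In AtWC_L against AtCC_L the paper's count was 223 and 366 were called here. At least 10 reads (220) and Benjamini-Hochberg adjustment (294) came within 1.5 times, while the chi-square test (405) and TMM scaling (356) did not. Of the later settings, rounded counts gave 285 and dropped 0 of the paper's 222, and zeros set to 4 reads gave 203 and dropped 48.

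Genes were counted here by the fold alone, while the paper used an edgeR test besides the fold, so the thresholds differ. The paper's and these counts were 463 and 1188 (AtCW_L against AtCC_L), 77 and 312 (AtCW_G against AtCC_G), 727 and 1590 (AtWW_L against AtWC_L), 204 and 836 (AtWW_G against AtWC_G), 1057 and 2464 (AtWC_L against AtCC_L), 534 and 1894 (AtWC_G against AtCC_G), 881 and 2110 (AtWW_L against AtCW_L), 532 and 1654 (AtWW_G against AtCW_G), 9316 and 20993 (AtCC_L against AtCC_G), 9363 and 20754 (AtCW_L against AtCW_G), 9649 and 21736 (AtWC_L against AtWC_G), and 9494 and 21189 (AtWW_L against AtWW_G). Of the alternatives set before the data were examined, at least 5 FPKM in the higher pool came within 1.5 times of the paper's count in AtCW_L against AtCC_L (651), AtCW_G against AtCC_G (104), AtWW_L against AtWC_L (940), AtWC_L against AtCC_L (1367), AtWC_G against AtCC_G (782), AtWW_L against AtCW_L (1083), AtWW_G against AtCW_G (673) and AtCW_L against AtCW_G (13897). It did not in AtWW_G against AtWC_G (342) or in the AtCC (14056), AtWC (14610) and AtWW (14427) tissue comparisons. A pseudocount of 0.1, no filter on low values, median ratio scaling and leaving out organelle genome products did not in any of the 12. The fold rule kept 443 of the paper's 463 genes in AtCW_L against AtCC_L, 74 of 77 in AtCW_G against AtCC_G, 691 of 727 in AtWW_L against AtWC_L, 193 of 204 in AtWW_G against AtWC_G, 1010 of 1057 in AtWC_L against AtCC_L and 510 of 534 in AtWC_G against AtCC_G.

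Antagonistic pairs needed a gene past the fold rule here, and the paper states no fold limit for the pairs. The paper's and these counts were 100 and 519 (AtCW_L against AtCC_L), 359 and 104 (AtCW_G against AtCC_G), 400 and 759 (AtWW_L against AtWC_L), 344 and 156 (AtWW_G against AtWC_G), 424 and 1185 (AtWC_L against AtCC_L), and 365 and 1242 (AtWW_L against AtCW_L). In AtWW_L against AtWC_L a target of at least 5 FPKM (597) and an absolute log2 ratio of the target over 1.3 (366) came within 1.5 times of the paper's count, and no fold limit on the miRNA (1173) did not. In the other 5 comparisons none of these 3 alternatives did. At least 10 reads of the miRNA, chosen after the values had been seen, gave 479 in AtWW_L against AtWC_L and dropped 247 of the paper's 385 distinct pairs.

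Every one of the paper's distinct pairs in the 3 tables available in full had a listed site here. In AtCW_L against AtCC_L the miRNA was called in 97 of 97 pairs, the gene passed the fold rule in 28, and 28 pairs were shared. In AtCW_G against AtCC_G these were 301 of 332, 17 and 16, and in AtWW_L against AtWC_L 384 of 385, 177 and 171.

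The paper states that stress-responsive pairs in the flag leaf were several times as many with stressed as with control parents. Here they numbered 759 and 519. For grain the paper has fewer pairs with stressed than with control parents, and here there were 156 and 104.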

Other observations

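These are sequencing values of the miRNAs and genes that the paper measured by RT-qPCR, apart from its histone H4 gene, in the order AtCC, AtCW, AtWC and AtWW. The paper's RT-qPCR has 3 miRNAs reduced in AtCW_L against AtCC_L. In the sequencing of the flag leaf ata-miR167b-3p was lower there, with 5297, 4046, 2303 and 2127 normalised reads, bdi-miR394 differed little, with 1286, 1392, 854 and 680, and osa-miR398a_L+1R-1 was higher, with 414, 874, 582 and 678. Of the other miRNAs, ata-miR528-5p had 619, 772, 874 and 1340, tae-miR398_L-1R+1 321, 459, 573 and 610, ttu-miR160 169, 149, 166 and 288, osa-miR827 4217, 3595, 5199 and 3602, and tae-miR408_L-1 141, 225, 288 and 173. For grain bdi-miR394 had 862, 909, 753 and 350, ttu-miR160 559, 469, 840 and 347, ata-miR167b-3p 513, 481, 535 and 428, and osa-miR827 337, 409, 120 and 187. The others had at most 30.8 in any developing grain pool. The paper's RT-qPCR has bdi-miR394 and osa-miR827 lower in flag leaves from stressed parents than in AtCC_L. In the sequencing bdi-miR394 was lower in both pools, while osa-miR827 was higher in AtWC_L and lower in AtWW_L. For grain the RT-qPCR has ata-miR167b-3p and osa-miR398a_L+1R-1 raised in AtWW_G, and the sequencing had both lower there than in AtWC_G.

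F-box only protein 6 (TRITD3Av1G247490), a target of miR394, had 23.6, 16.1, 25.0 and 27.8 FPKM in the flag leaf and 31.9, 31.3, 28.1 and 32.8 in the developing grain. Glutathione reductase (TRITD4Av1G007820), which keeps glutathione reduced, had 40.8, 46.8, 48.1 and 60.0 in the flag leaf. DREB transcription factor 3A (TRITD1Bv1G135100) had 20.0, 22.1, 26.8 and 21.1. An EamA-like transporter (TRITD2Bv1G240660) had 5.73, 4.31, 2.56 and 1.64 in the flag leaf. It was thus lower in the pools from stressed parents, where the paper's RT-qPCR has it significantly higher. Alpha-glucosidase (TRITD7Bv1G194970), of starch breakdown, had 1.82, 2.89, 2.90 and 4.82. Cytidylate kinase (TRITD2Bv1G125440) had 5.28, 11.2, 17.1 and 9.60, SRO1 (TRITD5Bv1G250490) 11.3, 12.1, 14.0 and 8.64, enoyl-CoA hydratase 2 (TRITD5Bv1G178570) 22.9, 14.6, 18.6 and 16.1, and an iron-sulfur cluster protein (TRITD6Bv1G102610) 44.2, 45.6, 53.5 and 52.0. A P-loop NTPase (TRITD3Av1G158430) had 3.71, 3.12, 2.89 and 3.53, and a CONSTANS-like protein (TRITD5Av1G123970) 77.0, 50.5, 53.1 and 91.9. These are flag leaf values.

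Genes called for parental stress in limma overlapped between the tissues, with 180 called in both, of which 177 went the same way. The model holds 1 residual variance per gene for both tissues, so a gene with a small residual tends to be called in both, and the size of the overlap is not set against chance here. The grain and the leaf came from the same parents, so the overlap does not separate an effect of parental stress from another difference between the parents.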
